# A robust (re-)annotation approach to generate unbiased mapping references for RNA-seq-based analyses of differential expression across closely related species

**DOI:** 10.1186/s12864-016-2646-x

**Published:** 2016-05-24

**Authors:** Montserrat Torres-Oliva, Isabel Almudi, Alistair P. McGregor, Nico Posnien

**Keywords:** RNA-seq, Annotation, Differential gene expression, EXONERATE, *Drosophila*, Closely related species, Emerging model systems, RPKM, DESeq2, Voom, Limma, Length bias

## Abstract

**Background:**

RNA-seq based on short reads generated by next generation sequencing technologies has become the main approach to study differential gene expression. Until now, the main applications of this technique have been to study the variation of gene expression in a whole organism, tissue or cell type under different conditions or at different developmental stages. However, RNA-seq also has a great potential to be used in evolutionary studies to investigate gene expression divergence in closely related species.

**Results:**

We show that the published genomes and annotations of the three closely related *Drosophila* species *D. melanogaster, D. simulans* and *D. mauritiana* have limitations for inter-specific gene expression studies. This is due to missing gene models in at least one of the genome annotations, unclear orthology assignments and significant gene length differences in the different species. A comprehensive evaluation of four statistical frameworks (DESeq2, DESeq2 with length correction, RPKM-limma and RPKM-voom-limma) shows that none of these methods sufficiently accounts for inter-specific gene length differences, which inevitably results in false positive candidate genes. We propose that published reference genomes should be re-annotated before using them as references for RNA-seq experiments to include as many genes as possible and to account for a potential length bias. We present a straight-forward reciprocal re-annotation pipeline that allows to reliably compare the expression for nearly all genes annotated in *D. melanogaster*.

**Conclusions:**

We conclude that our reciprocal re-annotation of previously published genomes facilitates the analysis of significantly more genes in an inter-specific differential gene expression study. We propose that the established pipeline can easily be applied to re-annotate other genomes of closely related animals and plants to improve comparative expression analyses.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2646-x) contains supplementary material, which is available to authorized users.

## Background

Comparative studies of gene expression have been used to understand the regulation of a wide range of biological processes. With the development of next generation sequencing (NGS) technologies, and in particular the use of Illumina sequencing platforms, reliable genome wide comparison of gene expression between different biological conditions has become possible [1–3]. Moreover, a growing number of available genome and transcriptome sequences [4–8] now provides the opportunity to compare gene expression not only in well-established, but also in emerging model systems. Especially, the comparison of gene expression between both closely [9–16] and distantly related species [17–20] has great potential to help understand phenotypic divergence and species adaptations at a mechanistic level [21].

Experiments to study differential gene expression using NGS technologies (RNA-seq) are based on a sequencing library generated from reverse transcribed messenger RNA (mRNA) that is extracted from the tissue and conditions of interest. Illumina sequencing, for example, results in the generation of millions of short reads ranging from 36 bp to 150 bp [22, 23]. The first step of the bioinformatics analysis is to align these reads to a reference that represents all transcripts that should be quantified [24–28]. This reference can be a whole genome sequence with annotated gene models or a transcriptome. The latter can either be generated by a *de novo* assembly of the RNA-seq reads [29, 30] or it could be extracted from an annotated genome. The next step is to determine the number of reads that are aligned to a gene model or transcript. Depending on the type of reference used (genome or transcriptome) various different methods have been established [31, 32]. Finally, the number of reads assigned to a given gene model or transcript is compared between different conditions to identify differentially expressed genes.

The steps outlined above for a general RNA-seq experiment are suitable to compare gene expression levels between different conditions, stages or tissues of the same species. However, comparison of gene expression between different species or populations of the same species needs to account for differences in gene sequences. In this case, reads should be mapped to species-specific references for which the expression level of a gene in one of the species is compared to the expression level of its ortholog in the other species. Most importantly, this requires sets of orthologous genes reliably identified in all references. Since genomes or transcriptomes are usually generated by different research groups for different applications and using different pipelines for assembly and annotation, annotated references for inter-specific gene expression studies are often not comparable. For instance, orthologous genes might be missing from one or more of the references as result of natural variation or technical problems like incomplete assemblies or too many sequencing errors, which hampers unequivocal identification of orthologous genes. Additionally, it is common practice to filter out genes that are incomplete or lack synteny in relation to a model reference from new gene model predictions [33]. Even though there are many tools available to perform genome annotation, a general standard does not exist. Therefore, the final gene set generated by each genome project will have genes missing as a result of methodological problems and filtering criteria, and this can directly influence the result of the differential gene expression analysis [34].

Additionally, even if most one-to-one orthologs have been successfully identified in different references, these gene models may vary in length for various reasons: First, the genes could naturally differ in length among species. Second, as a consequence of differences in the sequence or assembly quality of the reference genomes (e.g. stretches of Ns or premature stop codons due to sequencing errors, incorrect scaffolding or repetitive regions), orthologous gene models might be truncated in one or more of the references. To our knowledge, a comprehensive evaluation of methods that could be applied to account for inter-specific gene length differences has not been performed yet.

A plethora of statistical approaches have been developed to determine whether differences in the number of reads are due to technical variation or due to real biological differences in gene expression. Detailed evaluation and comparison of these methods concluded that the most accurate statistical validation of differential gene expression is reached when statistical models are used that directly take the number of aligned reads into account [35–38]. These methods include standard and generalized Poisson and negative binomial distributions to model count-based expression data [38, 39] as implemented in DESeq [40], DESeq2 [41], edgeR [42] or deGPS [39]. Also the differential expression analysis based on moderated t-statistics as implemented in the limma package [43, 44] using log-transformed count per million values originating from normalization with voom [45] (referred to as voom-limma below) has been shown to perform extremely well [37]. While all of these methods account for most technical biases and control well false positive rates, none of these methods is specifically designed to account for gene length differences as they occur in inter-specific expression studies. One potential solution could be the application of the normalization method reads per kilobase per million mapped reads (RPKM) as it accounts for length differences in gene models [46]. However, it has been shown that even after correcting for length differences, a longer transcript is more likely to appear as differentially expressed if RPKM values are used to assess the statistical significance [35, 37, 47–49]. RPKM normalization is still widely used to compare gene expression levels of different genes within a species, but to our knowledge it has not been tested if this method efficiently normalizes length differences when comparing gene expression in different species.

Here we show that the published genomes of three closely related *Drosophila* species, *D. melanogaster, D. simulans* and *D. mauritiana* have qualitative limitations as references for comparative gene expression studies. This is mainly due to the fact that many genes cannot be properly compared because orthologous genes are missing in the annotation of at least one of the genomes. Even after a direct re-annotation of the three genomes using the same annotation pipeline many orthologous gene models exhibit significant length differences. Taking advantage of these inter-specific gene length differences in the published and the directly re-annotated references, we benchmarked four statistical frameworks (DESeq2 without length correction, DESeq2 with length correction, RPKM-limma and RPKM-voom-limma) for their ability to reduce the number of potentially false positives. We demonstrate that none of these methods sufficiently accounts for the observed differences in gene length. Therefore, we propose that the length normalization should be performed prior to read mapping during the generation of the mapping references. We report a straightforward re-annotation method that relies on a reciprocal re-annotation of orthologous gene models in two or more species. This approach allows the comparison of nearly all genes that have been annotated in *D. melanogaster* in all three species. Additionally, we find that the use of the new gene sets as mapping references results in a more robust estimation of transcript abundance and a more reliable comparison of gene expression levels between species. We propose that the generation and annotation of new genome resources or the re-annotation of existing genomes will be powerful tools to establish gene expression profiling in many emerging model systems.

## Results and discussion

### Analysis of published genome annotations reveals a reduced number of comparable gene models for differential gene expression studies between species

We first assessed the completeness and comparability of the published gene sets for the three closely related species *D. melanogaster*, *D. simulans* and *D. mauritiana*. At the time of our analysis, the annotation of the *D. melanogaster* genome (r5.55) - one of the best curated metazoan genomes available at FlyBase [50–52] - included 13,676 unique protein coding genes. The most recent annotations for *D. simulans* [53] and *D. mauritiana* [54] were generated using the *D. melanogaster* gene set as reference (for the *D. simulans* project the authors used the *D. melanogaster* annotation r5.33, and for the *D. mauritiana* project r5.32 was used). Both gene sets contain a large fraction of the 13,676 *D. melanogaster* genes (86.55 % in *D. simulans* and 87.78 % in *D. mauritiana*, Table 1). However, orthologs of almost 2000 *D. melanogaster* genes are not included in each of the final gene sets either because the authors applied various filtering steps to exclude incomplete orthologous sequence with respect to the *D. melanogaster* gene (see the filtering criteria in the Methods of [53, 54]) or because the genes are not present in one of the species. Since these filtering steps are influenced by the quality of each of the assembled genome and the scientific question of each research group, the missing genes in both annotations are not the same. 

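The tables of counts made with the published annotations list 11503 genes that are comparable between *D. melanogaster* and *D. mauritiana* and 10023 genes that are comparable between *D. simulans* and *D. mauritiana*. Their join by FlyBase gene identifier gave the genes common to all 3 species, and 8810 of these, which correspond to 64.4 % of the 13676 *D. melanogaster* genes, had no length difference above 49 bp in any pair of species. The tables hold identifiers and lengths of genes that are already paired, so genes of a single species do not appear in them.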

Only 9994 genes (73.08 %) can be identified unequivocally as orthologs in all three annotations (see Methods). Among the genes missing in at least one annotation, we found some important and well-studied developmental genes including the Hox genes *abdominal B* (*abd-B*), *Ultrabithorax* (*Ubx*) or *Antennapedia* (*Antp*), the head and brain patterning gene *orthodenticle (otd)* and the segment polarity gene *hedgehog* (*hh*) (Additional file 1: Table S1).

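The table made with the published annotations for *D. melanogaster* and *D. mauritiana* lists *Ubx*, *Antp* and *hh* but neither *Abd-B* nor *otd*, and the table for *D. simulans* and *D. mauritiana* lists none of these 5 genes. All 5 occur in the tables made with the reciprocally re-annotated gene sets, where reads of the eye-antennal discs map to them. On the published *D. mauritiana* genome, the alignment that underlies the reciprocal re-annotation places *Abd-B* (FBgn0000015) on arm 3R from 8337533 to 8341082 in 5 exons, *Ubx* (FBgn0003944) on 3R from 8530201 to 8530612 in 1 exon, *Antp* (FBgn0260642) on 3R from 2562366 to 2563759 in 3 exons, *otd* (FBgn0004102) on X from 7925386 to 7935457 in 4 exons and *hh* (FBgn0004644) on 3R from 18241723 to 18254273 in 3 exons. Expression of *otd* was 23.4 ± 6.88 CPM (counts scaled to the TMM-normalized library size; SD, n = 3) in *D. mauritiana* and 9.57 ± 1.33 CPM (SD, n = 3) in *D. melanogaster*, a log2-fold change of -1.27 (standard error 0.25, adjusted p = 0.0135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where a negative value means higher expression in *D. mauritiana*. Against *D. simulans*, the log2-fold change of *otd* was -0.33 (adjusted p = 0.0347 from the same test), and the adjusted p rose to 0.125 without *D. mauritiana* replicate D, 0.112 without *D. mauritiana* replicate E, 0.0678 without *D. simulans* replicate A and 0.076 without *D. simulans* replicate B. *hh* had 69.1 ± 3.36 CPM (SD, n = 3) in *D. mauritiana* and 65.4 ± 3.6 CPM (SD, n = 3) in *D. melanogaster*, and neither comparison showed a difference in its expression (adjusted p = 0.805 against *D. melanogaster* and 0.355 against *D. simulans*, edgeR). *Abd-B* had between 39 and 91 counts in each 50 bp single-end library and between 474 and 1014 counts in each library sequenced as 100 bp paired-end reads, with adjusted p = 0.299 against *D. melanogaster* and 0.112 against *D. simulans* in edgeR, and 0.0394 against *D. simulans* in DESeq2 (log2-fold change -0.39). *Antp* had between 3 and 56 counts per single-end library and between 184 and 278 counts per paired-end library, with adjusted p = 0.199 and 0.683 in edgeR. The *Ubx* model kept in *D. melanogaster* after the reciprocal re-annotation spans 412 bp of the 1170 bp of its coding sequence. The models of *Ubx* received at most 4 counts in each single-end library, which does not allow a fold change to be given, and between 19 and 49 counts in *D. mauritiana* against between 2 and 9 counts in *D. simulans*. The log2-fold change of *Ubx* against *D. simulans* was -2.50 (standard error 0.69, adjusted p = 0.0373, edgeR; -3.14 without *D. simulans* replicate A), and the adjusted p lay above 0.05 without *D. mauritiana* replicate D (0.112), *D. mauritiana* replicate F (0.0896), *D. simulans* replicate B (0.0979) or *D. simulans* replicate C (0.0988).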

**Table 1:** Number of genes obtained by each annotation method

Method	*D. melanogaster*	*D. simulans*	*D. mauritiana*	Comparable
Published annotation	13,676	11,837 (86.55 %)	12,005 (87.78 %)	9,994 (73.08 %)
after filtering				8,810 (64.42 %)
Direct re-annotation	13,676	13,436 (98.24 %)	13,401 (97.99 %)	13,328 (97.45 %)
after filtering				12,334 (90.19 %)
Reciprocal re-annotation	13,457 (98.40 %)	13,373 (97.78 %)	13,346 (97.59 %)	13,311 (97.33 %)
after filtering				13,239 (96.80 %)

The last column contains the number of genes for which 1:1 orthologs were identified in the three species. “after filtering” indicates the remaining common genes after filtering out genes with length difference larger than 49 bp. Percentages in brackets are always given in relation to the total number of gene models in *D. melanogaster* (r5.55; 13,676 gene models)

Next we assessed the comparability of the three reference genome annotations in terms of gene length, since length differences larger than the length of the RNA-seq reads are likely to introduce a bias during mapping and the subsequent differential expression analysis. If we consider 50 bp single-end reads, which have been shown to be long enough to produce accurate results when measuring differential gene expression [55–57], genes that have a length difference larger than 49 bp among the annotations of the three *Drosophila* species are likely to bias a subsequent differential gene expression analysis. 

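The transcript lengths listed beside the counts of the published annotations were identical in 69.8 % of the common genes for *D. mauritiana* and *D. simulans*, in 62.3 % for *D. melanogaster* and *D. simulans* and in 61.2 % for *D. melanogaster* and *D. mauritiana*. Where the models differed by more than 49 bp, the median difference was 100 bp between *D. mauritiana* and *D. simulans*, 91 bp between *D. melanogaster* and *D. simulans* and 144 bp between *D. melanogaster* and *D. mauritiana*. In the pair of *D. mauritiana* and *D. simulans*, the *D. simulans* model was the longer one in 718 of these genes and the *D. mauritiana* model in 39. Between *D. melanogaster* and *D. mauritiana*, the *D. melanogaster* model was longer in 597 genes and the *D. mauritiana* model in 109, and between *D. melanogaster* and *D. simulans* the *D. melanogaster* model was longer in 382 genes and the *D. simulans* model in 530. A threshold of 99 bp left 379 genes for *D. mauritiana* and *D. simulans*, 417 for *D. melanogaster* and *D. simulans* and 467 for *D. melanogaster* and *D. mauritiana*.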

A pairwise comparison of annotated gene length for the 9994 genes present in all three *Drosophila* species (Fig. 1a) shows that in the published annotations, the gene length differences are larger than 49 bp in 7.6 % (757) of the orthologous genes between *D. mauritiana* and *D. simulans*, 9.1 % (912) between *D. melanogaster* and *D. simulans* and 7.1 % (706) between *D. melanogaster* and *D. mauritiana* (Fig. 1a, Additional file 2: Table S2). If these length differences are not accounted for, these genes could result in false positives in a differential gene expression analysis.

**Fig. 1:**
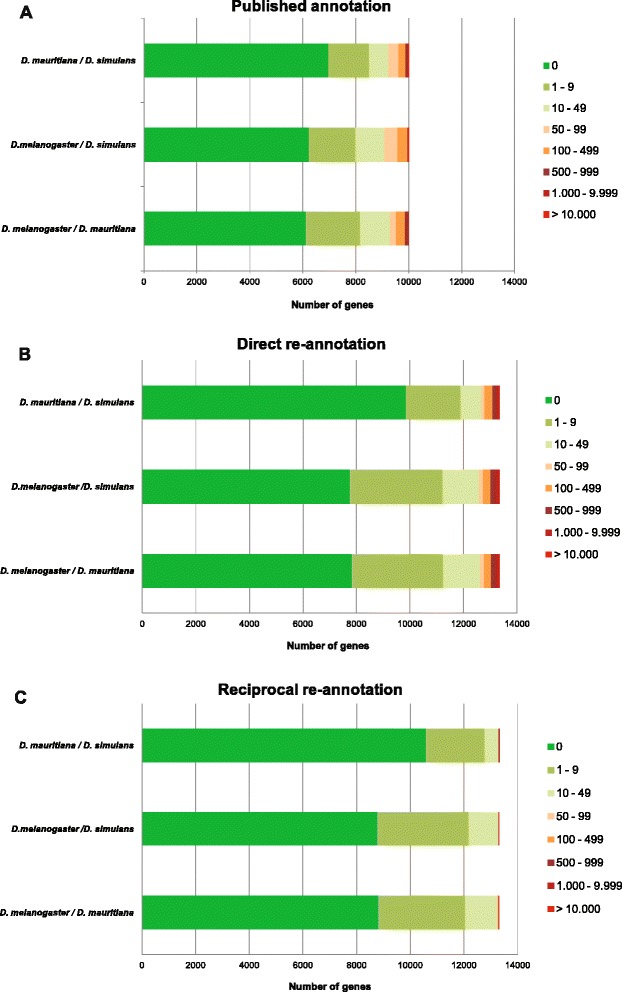
Pairwise length difference between orthologous genes. Bars indicate the number of genes with that difference in length (calculated in number of nucleotides in the annotated transcripts) for each pair of species. Green shades indicate differences lower than 50 bp while orange to red indicate larger differences. The comparison is showed for (**a**) the published annotations, **b** the direct re-annotation of the published genomes and **c** the reciprocal re-annotation of the published genomes

### Direct re-annotation of published genomes

Next we asked whether a direct re-annotation of the *D. simulans* and *D. mauritiana* genomes individually using the same *D. melanogaster* gene set as reference and the same annotation pipeline allows the comparison of more genes in an inter-specific differential gene expression study.

We used the 13,676 protein sequences of *D. melanogaster* (r.5.55) as reference to re-annotate the published genomes of *D. simulans* [53] and *D. mauritiana* [54] using the program Exonerate [58]. Without applying any filtering, we find orthologs of 13,328 *D. melanogaster* genes that are comparable among the two species (Table 1). 

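The tables of counts made with the direct re-annotation hold 13401 genes for *D. melanogaster* and *D. mauritiana* and 13328 genes for *D. simulans* and *D. mauritiana*, and every gene of the second table is also in the first. Without genes that differ in length by more than 49 bp in at least 1 pair of species, 12334 genes remained, which is 90.2 % of the *D. melanogaster* gene set.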

Next, we determined the length of directly re-annotated genes that are found in all three species. This comparison shows an increase in number of genes with the same length between the three species after direct re-annotation (Fig. 1b; Additional file 2: Table S2). However, a high number of orthologous genes have a length difference of more than 49 bp (Fig. 1b; Additional file 2: Table S2): 706 (5.3 %) between *D. melanogaster* and *D. mauritiana*, 740 (5.6 %) between *D. melanogaster* and *D. simulans* and 658 (4.9 %) between *D. mauritiana* and *D. simulans*. These observed length differences could be due to real natural variation in coding sequence length between species or they could be technical artifacts, for example truncated gene sequences arising from sequencing or genome assembly errors.

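After the direct re-annotation, the *D. melanogaster* model was the longer one in all 740 genes that differed by more than 49 bp from *D. simulans* and in 704 of the 706 genes that differed by more than 49 bp from *D. mauritiana*. The 658 genes that differed between *D. mauritiana* and *D. simulans* were split almost evenly, with 334 longer models in *D. mauritiana* and 324 in *D. simulans*. The share of genes with the same length in both species was 73.9 % for *D. mauritiana* and *D. simulans*, 58.2 % for *D. melanogaster* and *D. simulans* and 58.7 % for *D. melanogaster* and *D. mauritiana*. Among the genes above 49 bp, the median difference reached 327.5 bp between *D. mauritiana* and *D. simulans*, 383 bp between *D. melanogaster* and *D. simulans* and 379 bp between *D. melanogaster* and *D. mauritiana*. Differences above 99 bp were found in 535, 598 and 563 genes of these 3 pairs, respectively.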

In summary, although annotated genomes are available for the three closely related *Drosophila* species *D. melanogaster, D. simulans* and *D. mauritiana*, their use as mapping references for inter-species differential gene expression analyses is limited due to missing orthologs and a potential bias because of different annotated gene lengths. The use of the same reference gene set, annotation pipeline and the lack of filtering incomplete gene sequences results in an increase in the number of comparable genes in these three closely related species.

### Length difference in reference genes introduces biases in differential expression studies

Since we find a high number of gene models with length differences > 49 bp in the published annotations and after the direct re-annotation (Fig. 1a and b; Additional file 2: Table S2), the three *Drosophila* genomes are excellent models to test whether length differences larger than the read length do indeed influence the statistical analysis of differential gene expression. We used the published *D. melanogaster* annotation and the newly generated direct re-annotations of *D. simulans* and *D. mauritiana* as mapping references for pairwise comparisons of gene expression between *D. melanogaster* and *D. mauritiana* and *D. simulans* and *D. mauritiana* using 50 bp single-end Illumina RNA-seq reads generated for these three species (Torres-Oliva et al., in preparation; see Methods). 

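The RNA-seq data consist of 12 libraries from eye-antennal imaginal discs dissected from female larvae at 120 h after egg laying, with 40 to 50 discs per sample. The *D. mauritiana* strain TAM16 was sequenced in replicates A, B and C as 50 bp single-end reads, together with replicates A, B and C of *D. melanogaster* OreR, and in replicates D, E and F as 100 bp paired-end reads, together with replicates A, B and C of *D. simulans* YVF. The paired-end reads were split by the authors into 50 bp reads and treated as single-end reads, so that 1 cDNA fragment can contribute several counts. Reads were mapped with Bowtie2 to the coding sequences of each gene set, without UTRs and without trimming, and the authors deposited the number of reads per transcript, without normalization, beside the transcript length in each species. There are 6 tables of counts, 1 for each of 3 annotations (published, direct and reciprocal) and 2 species comparisons, and each holds the genes comparable between the 2 species. The sums per library over the genes of these tables ranged with the published annotations from 14273557 to 29434384 for single-end *D. mauritiana*, from 14090930 to 23577647 for *D. melanogaster*, from 91378201 to 119194108 for paired-end *D. mauritiana* and from 96703349 to 122164053 for *D. simulans*. These sums amounted to between 79.7 and 92.3 % of the mapped reads given in Table 4, because Table 4 also includes genes that are not comparable, and all values use the sums of the tables. Each framework was applied to the 6 libraries of 1 comparison, as 3 replicates of *D. mauritiana* against 3 of the other species. DESeq2 was run with the default settings of the version named in the Methods, with its prior on log2-fold changes switched on. The length matrix was set as the only normalization factors. The Methods name this matrix but do not say whether size factors were included in it. RPKM values were computed from the sum of the table and the transcript length of each species, 1 was added, and limma was applied to the log2 values with a mean-variance trend, or to voom's output on RPKM + 1. The quasi-likelihood test of edgeR, with TMM normalization and its filter on low counts, was added as a test on the counts that the paper does not use. Genes with an adjusted p-value below 0.05 were called differentially expressed, positive log2-fold changes mean higher expression in *D. melanogaster* or *D. simulans*, and the length difference of a gene is its *D. mauritiana* length minus its length in the other species.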

RNA-seq reads generated from one species were mapped only to the gene set of that species.

Using this experimental setup, we compared four different statistical frameworks, namely DESeq2, DESeq2 with gene length correction [41], limma with length correction based on RPKM [43, 44, 46, 59] and voom-limma [45] including RPKM length correction. For each method, we first report the number of differentially expressed genes for each of the two pairwise species comparisons. Next we evaluate the impact of the length differences between gene models on the fold-change in gene expression between species. And eventually, we compare the results of each of the four methods to an independent qPCR experiment for a subset of genes.

#### DESeq2 without length correction

First we performed the statistical analysis for differential gene expression with DESeq2 [41] using directly the read counts for each gene model. 

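With the published annotations, DESeq2 called 2408 of 11503 genes (20.9 %) between *D. melanogaster* and *D. mauritiana* and 3025 of 10023 genes (30.2 %) between *D. simulans* and *D. mauritiana*. The direct re-annotation gave 2615 of 13401 genes (19.5 %) and 3760 of 13328 genes (28.2 %), respectively. The number of calls between *D. melanogaster* and *D. mauritiana* fell to 1590 (published) and 1707 (direct) without *D. melanogaster* replicate C. With edgeR, the corresponding numbers were 1808 and 2418 genes with the published annotations and 1934 and 3061 genes with the direct re-annotation. Of the alternatives that kept all 6 libraries, a requirement of at least 10 counts in every library changed the edgeR count most, to 1197 genes with the published annotations of *D. melanogaster* and *D. mauritiana*. The edgeR counts of the *D. melanogaster* comparison dropped to 1139 (published) and 1176 (direct) without *D. mauritiana* replicate B, to 1073 and 1103 without *D. melanogaster* replicate A and to 972 and 1002 without *D. melanogaster* replicate C. Those of the *D. simulans* comparison dropped to 1522 and 1862 without *D. mauritiana* replicate D and to 1560 and 1944 without *D. simulans* replicate C. Calls were split almost equally between the species, with 51.5 and 51.1 % of the DESeq2 calls higher in *D. mauritiana* than in *D. melanogaster* and 50.1 and 50.6 % higher in *D. mauritiana* than in *D. simulans* for the published and the direct annotation, respectively. With 1 library left out, these shares lay between 48.3 % (published, *D. simulans* comparison without *D. mauritiana* replicate E) and 54.7 % (published, *D. melanogaster* comparison without *D. mauritiana* replicate B).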

For both pairwise comparisons using the published and the direct re-annotation as reference, we found that between 19.9 and 29.7 % of all comparable genes are significantly differentially expressed (Table 2).

Additionally, we found a very strong correlation between inter-specific length differences of the gene models (considering only those gene models with differences > 49 bp) and the log2-fold change in gene expression (Fig. 2a, Additional file 3: Figure S1; Table 2). 

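Spearman's rho between the length difference and the DESeq2 log2-fold change was -0.361 over 1031 genes between *D. melanogaster* and *D. mauritiana* and -0.327 over 762 genes between *D. simulans* and *D. mauritiana* with the published annotations. With the direct re-annotation, rho was -0.340 over 713 genes and -0.572 over 655 genes. Each of these correlations had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give (3.75e-05 after Benjamini-Hochberg adjustment over 30 correlations, which cover 5 frameworks, 3 annotations and 2 comparisons). The correlations are across genes, which are not independent replicates. Pearson's r of the log2-fold change with the log2 length ratio of *D. mauritiana* over the other species was -0.369 and -0.299 with the published annotations and -0.353 and -0.458 with the direct re-annotation, in the same order. The fold change grew by 1.22 log2 units for each log2 unit of the inverse length ratio, that of the other species over *D. mauritiana*, between *D. melanogaster* and *D. mauritiana* with the published annotations (95 % bootstrap interval over genes 0.96 to 1.48) and by 1.12 log2 units between *D. simulans* and *D. mauritiana* with the direct re-annotation (0.92 to 1.34). In simulated data with counts in proportion to transcript length, the slope was 0.74 in DESeq2, whose prior shrinks log2-fold changes, and 0.93 in edgeR. There, a simulated log2-fold change of 2 was recovered with a median of 1.64 in DESeq2 and 2.02 in edgeR. How strongly the prior shrinks log2-fold changes in the real data was not measured, so 0.74 is no reference for 1.22 and 1.12. The corresponding edgeR slopes in the real data were 1.62 (1.25 to 1.96) and 1.31 (1.04 to 1.60). Both intervals lie above the simulated 0.93. In edgeR, rho was -0.356 and -0.358 with the published annotations and -0.363 and -0.572 with the direct re-annotation.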

The negative correlation means that genes that are longer in one species appear to be more up-regulated and vice versa. The correlation can be explained by the mapping procedure: in orthologous genes with different length, more reads align to the ortholog that has the longer gene model (Fig. 3a, upper panel). This results in an artificially higher expression for this specific gene in the species with the longer gene model. From this correlation we also see that most of those genes with length differences and a high log2-fold change are also significantly differentially expressed (Fig. 2a, Additional file 3: Figure S1, *p* < 0.05, red dots), showing that this method introduces a large number of false positives.

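Among the genes tested by DESeq2 with a length difference above 49 bp in the published annotations, 353 of 943 (37.4 %) were called between *D. melanogaster* and *D. mauritiana*, against 2055 of 9148 genes (22.5 %) with a smaller difference (Fisher's exact test across genes, two-sided, p = 1.07e-22). Between *D. simulans* and *D. mauritiana*, 290 of 691 genes (42.0 %) above 49 bp and 2735 of 8078 other genes (33.9 %) were called (Fisher's exact test, p = 2.45e-05). Genes are not independent replicates, and these p-values are not adjusted over annotations, comparisons and frameworks. The shares with the direct re-annotation were 39.3 % (260 of 661 genes) and 21.3 % between *D. melanogaster* and *D. mauritiana* and 56.0 % (328 of 586 genes) and 31.1 % between *D. simulans* and *D. mauritiana* (p = 2.75e-24 and 2.19e-33, Fisher's exact test). The called genes above 49 bp were higher in the species with the longer model in 69.4 % (published) and 76.5 % (direct) of cases between *D. melanogaster* and *D. mauritiana* and in 57.9 % and 84.5 % of cases between *D. simulans* and *D. mauritiana*. From this dependence on length the paper reasons that more reads align to the ortholog with the longer gene model, and it concludes that the method introduces false positives.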

**Fig. 2:**
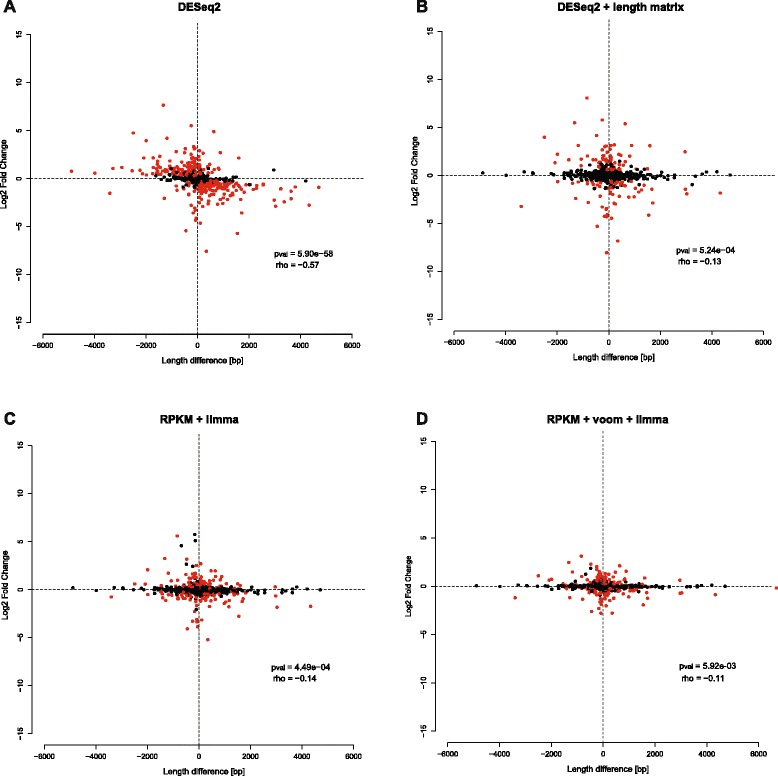
Length differences between orthologous genes introduce gene expression biases. Relation between length differences and the log2-fold change in the RNA-seq experiment between *D. mauritiana* and *D. simulans* using the direct re-annotation of these species as mapping references. Dots represent genes with length difference > 49 bp in these annotations (658 genes). Genes significantly differentially expressed in the presented analysis (*padj* < 0.05) are shown in red. A negative log2-fold change indicates higher expression in *D. mauritiana.* A positive length difference indicates that the ortholog of *D. mauritiana* is longer. The *p*-value and rho of the Spearman’s rank correlation are indicated on the lower right side of the plots. **a** Results of DESeq2 without length correction. **b** Results of DESeq2 applying length normalization factor matrix. **c** Results of applying RPKM normalization and limma to call differentially expressed genes. **d** Results of applying voom normalization followed by a length normalization matrix and limma to call differentially expressed genes

**Fig. 3:**
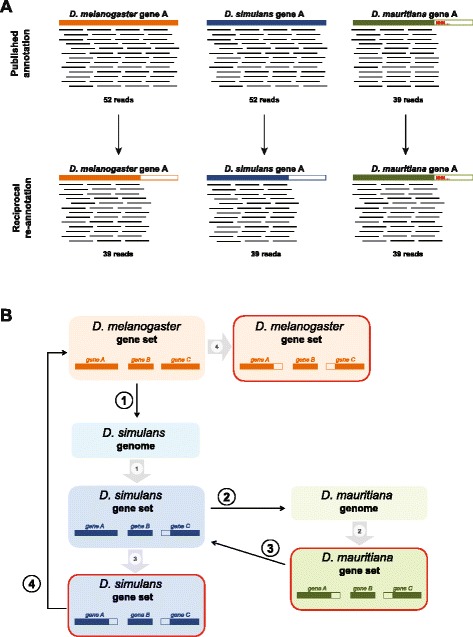
Schematic representation of length bias in inter-species differential expression analysis and our reciprocal re-annotation strategy to correct it. **a** Length bias in the analysis of a non-differentially expressed gene. Coloured rectangles represent the part of the transcript which is included as reference for the RNA-seq reads to map to, while unfilled rectangles are regions of the transcript which are omitted and to which RNA-seq reads cannot be mapped. Red “N”s represent sequencing errors that prevent the complete annotation of a transcript. Mapped reads are shown as thin black lines and the number bellow indicates the total of reads mapped. (*upper panel*) If one transcript is shorter in one of the references compared to its orthologs, for the same expression levels fewer reads will map to it. This can result in false positives in the analysis of differential expression. (*lower panel*) Our strategy to correct this bias is to shorten the orthologs in the other references to match the length of the shorter sequence. **b** Pipeline of reciprocal transcriptome re-annotation method. Black numbers in white circles represent genome annotation steps using the “est2genome” command of Exonerate [58]. Grey numbers in grey circles represent conversion of the resulting GFF file into a new transcript set. Filled horizontal bars represent the annotated set of transcripts; non-filled horizontal bars at the start/end of the transcripts represent parts of the transcript that cannot be correctly annotated in one reference and are therefore eliminated from the transcript set. The boxes with red frame indicate the transcript sets that will be used as reference for RNA-seq read mapping (after confirmation by reciprocal blast). *Step 1*: the transcript set of the best annotated genomes (*D. melanogaster* in our study) is used to annotate one of the other genomes (*D. simulans* in our study) and generate a new transcript set for this species. Due to sequencing errors, some transcripts will be shorter. *Step 2*: the new transcript set form *D. simulans* is used to annotate the last genome (*D. mauritiana* in our study). The gene set generated contains shorter transcripts due to sequencing errors in *D. mauritiana* but also in *D. simulans. Step 3*: the transcript set from *D. mauritiana* is used to re-annotate the previously generated set from *D. simulans* to integrate the information from the *D. mauritiana* assembly. *Step 4*: the second transcript set from *D. simulans* is used to annotate the *D. melanogaster* set in order to integrate the information from *D. simulans* and *D. mauritiana*

In order to specifically test whether differences in the length of gene models indeed influence the differential expression analysis we chose seven genes that were shorter in the *D. mauritiana* published annotation compared to the published *D. melanogaster* annotation. 

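The 7 genes are *lace* (FBgn0002524), *CG3558* (FBgn0025681), *dac* (FBgn0005677), *RAF2* (FBgn0036624), *Cp110* (FBgn0031191), *CBP* (FBgn0026144) and *CG6766* (FBgn0032398), and the length differences of their published models, *D. mauritiana* minus *D. melanogaster*, ranged from -1497 to -723 bp. In the counts made with the published annotations, the adjusted p-value from DESeq2 was 0.000264 for *lace*, 1.45e-07 for *CG3558*, 5.64e-06 for *dac*, 1.03e-06 for *RAF2*, 1.6e-27 for *Cp110*, 7.86e-05 for *CBP* and 4.38e-11 for *CG6766*. All 7 genes were also called in each DESeq2 fit that left out 1 of the 6 libraries. The largest adjusted p-value in edgeR was 0.0206, for *lace*, and in edgeR *lace*, *dac* and *CBP* were no longer called in some of the fits with 1 library left out. For *lace*, the adjusted p was 0.073 without *D. mauritiana* replicate A, 0.0935 without *D. mauritiana* replicate B, 0.0645 without *D. melanogaster* replicate A and 0.0693 without *D. melanogaster* replicate C. It was 0.0519 for *dac* without *D. mauritiana* replicate B, and for *CBP* 0.0507 and 0.0782 without *D. mauritiana* replicates A and B, respectively.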

When we analysed the differential expression using DESeq2 without any length correction, the expression of all seven genes were significantly different (Table 3). 

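Normalized expression of *Cp110* with the published annotations was 8.46 ± 1.75 CPM (SD, n = 3) in *D. mauritiana* and 44.0 ± 1.49 CPM (SD, n = 3) in *D. melanogaster*, which gave the largest log2-fold change of the 7 genes in DESeq2 (2.31, standard error 0.21). *CG6766* had 34.0 ± 12.1 CPM in *D. mauritiana* and 124 ± 4.84 CPM in *D. melanogaster* (log2-fold change 1.81), and *RAF2* had 35.5 ± 17.9 and 131 ± 27.2 CPM (1.77; SD, n = 3 for each group). The log2-fold changes of the remaining genes were 1.50 for *CG3558*, 1.48 for *dac*, 1.42 for *CBP* and 1.40 for *lace*, and their standard errors lay between 0.26 and 0.34. In the published *D. mauritiana* genome, the reciprocally re-annotated models of these genes lie on arm 2L (*lace* from 14905540 to 14909107, *CG3558* from 2847620 to 2852069, *dac* from 15781038 to 15793128, *CG6766* from 11581469 to 11582443), on 3L (*RAF2* from 15728867 to 15730897) and on X (*Cp110* from 20134350 to 20137739, *CBP* from 6672592 to 6677372).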

The log2-fold change value indicated that *D. melanogaster* had a significantly higher expression than *D. mauritiana* (Table 3). To validate the results obtained by the RNA-seq experiment, we measured the relative expression of the seven genes in *D. melanogaster* and *D. mauritiana* using qPCR. This analysis showed that the seven genes that had length differences in the species-specific annotations were not significantly differentially expressed (Fig. 4, Table 3). 

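The control genes are *piwi* (FBgn0004872), *alrm* (FBgn0039332) and *Nplp1* (FBgn0035092), and their published models differed by 3 bp in *piwi* and by 0 bp in *alrm* and *Nplp1* between *D. melanogaster* and *D. mauritiana*. With the published annotations, *piwi* had 22.5 ± 3.55 CPM (SD, n = 3) in *D. mauritiana* and 3.85 ± 0.266 CPM (SD, n = 3) in *D. melanogaster*, with a log2-fold change of -2.48 (standard error 0.23, adjusted p = 5.35e-26, DESeq2). *alrm* had between 1159 and 1367 counts in each *D. mauritiana* library and between 6 and 14 counts in each *D. melanogaster* library, with a log2-fold change of -6.53 (standard error 0.35, adjusted p = 2.49e-74). *Nplp1* had between 33 and 63 counts in *D. mauritiana* and between 408 and 813 counts in *D. melanogaster*, with a log2-fold change of 3.84 (standard error 0.23, adjusted p = 1.81e-62). With the reciprocally re-annotated models, edgeR gave log2-fold changes of -2.56 (adjusted p = 0.000497), -7.04 (adjusted p = 6.45e-05) and 3.90 (adjusted p = 6.29e-05) for the 3 genes in the same order.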

As a control we chose another three genes that showed significant differential expression in the RNA-seq data but had the same length in both species in the two annotation methods (*piwi* and *alrm* are significantly higher in *D. mauritiana* and *Nplp1* is higher in *D. melanogaster*). We found that *piwi* and *alrm* showed a significantly higher expression in *D. mauritiana* when using this alternative quantification method*,* confirming the results obtained by RNA-seq (Fig. 4, Table 3). Moreover, *Nplp1* had higher expression in *D. melanogaster* again consistent with our RNA-seq data, although this difference was not significant (*p* = 0.072; Fig. 4, Table 3).

**Table 2:** Differentially expressed genes and correlation between calculated log2-fold changes and length difference between orthologous genes. Results are shown for the four applied methods, the three studied annotation strategies and the two described pairwise species comparisons

Method	Annotation	Species	# Common genes	# Differentially expressed genes (% of common genes)^a^	Spearman’s *p* value^b^	FDR 0.05	Spearman’s rho^b^
DESeq2	Published	*D. mau* vs *D. mel*	11,503	2,438 (21.2)	6.52e-33	***	−0.36
		*D. mau* vs *D. sim*	10,023	2,974(29.7)	2.15e-20	***	−0.33
	Direct	*D. mau* vs *D. mel*	13,401	2,665 (19.9)	3.35e-20	***	−0.33
		*D. mau* vs *D. sim*	13,328	3,710 (27.8)	5.90e-58	***	−0.57
	Reciprocal	*D. mau* vs *D. mel*	13,331	2,501 (18.8)	5.12e-02	n.s.	−0.23
		*D. mau* vs *D. sim*	13,320	3,508 (26.3)	1.48e-01	n.s.	−0.29
DESeq2 + length matrix	Published	*D. mau* vs *D. mel*	11,503	1,192 (10.4)	2.24e-05	***	−0.13
		*D. mau* vs *D. sim*	10,023	1,545 (15.4)	3.20e-02	^a^	−0.08
	Direct	*D. mau* vs *D. mel*	13,401	1,259 (9.4)	1.07e-02	^a^	−0.09
		*D. mau* vs *D. sim*	13,328	1,957 (14.7)	5.24e-04	**	−0.13
	Reciprocal	*D. mau* vs *D. mel*	13,331	1,215 (9.1)	7.03e-01	n.s.	−4.6e-02
		*D. mau* vs *D. sim*	13,320	1,910 (14.3)	7.34e-01	n.s.	−0.07
RPKM + limma	Published	*D. mau* vs *D. mel*	11,503	1,904 (16.6)	4.42e-04	***	−0.11
		*D. mau* vs *D. sim*	10,023	2,427 (24.2)	1.06e-03	**	−0.12
	Direct	*D. mau* vs *D. mel*	13,401	1,890 (14.1)	5.68e-03	^a^	−0.10
		*D. mau* vs *D. sim*	13,328	2,795 (21,0)	4.49e-04	***	−0.14
	Reciprocal	*D. mau* vs *D. mel*	13,331	1,830 (13.7)	5.92e-01	n.s.	−6.4e-02
		*D. mau* vs *D. sim*	13,320	2,738 (20.6)	2.83e-01	n.s.	−0.22
RPKM + voom + limma	Published	*D. mau* vs *D. mel*	11,503	1,853(16.1)	9.39e-04	***	−0.10
		*D. mau* vs *D. sim*	10,023	2,204(22.0)	4.63e-02	^a^	−0.07
	Direct	*D. mau* vs *D. mel*	13,401	1,899(14.2)	1.01e-02	^a^	−0.10
		*D. mau* vs *D. sim*	13,328	2,607(19.6)	5.92e-03	^a^	−0.11
	Reciprocal	*D. mau* vs *D. mel*	13,331	1,819(13.6)	5.79e-01	n.s.	−0.07
		*D. mau* vs *D. sim*	13,320	2,519(18.9)	4.06e-01	n.s.	−0.17

^a^FDR 0.05

^b^Spearman’s rank correlation is measured between log2FC and length difference of genes showing more than 49 bp length difference

Published annotation: D. mau vs. D.mel: 1,038 genes/D.mau vs. D.sim: 764 genes; Direct annotation: D.mau vs. D.mel: 716 genes/D.mau vs. D.sim: 658 genes; Reciprocal annotation: D.mau vs. D.mel: 71 genes/D.mau vs. D.sim: 26 genes

*p < 0.05; **p < 0.005; ***p < 0.0005

**Fig. 4:**
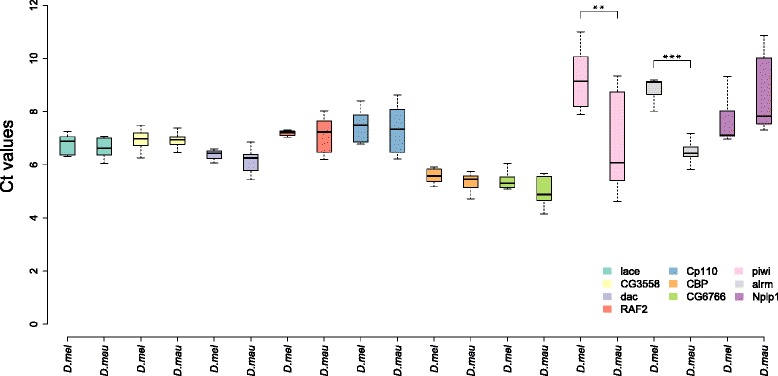
*qPCR results*. Boxplot of normalized Ct values (reference gene: *actin 79B*) For each studied gene (one colour) boxplot is showed for Ct values in *D. melanogaster* OreR (“D. mel”) and *D. mauritiana* TAM16 (“D. mau”). (Significance calculated by t-test (for genes with homogeneous distribution of variances) or t-Welch-test (for genes with not homogeneous distribution of variances); *p < 0.05, **p < 0.005; ***p < 0.0005)

In summary, these results suggest a high level of potentially false positive candidates when methods based on direct read counts without the application of length correction are used with mapping references that exhibit differences in the length of orthologous genes.

#### DESeq2 with length correction

Next we benchmarked the use of DESeq2 [41] including a normalization factor matrix incorporating gene length to account for the length differences between orthologous genes. 

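With the length matrix as normalization factors, 1153 genes were called between *D. melanogaster* and *D. mauritiana* and 1579 between *D. simulans* and *D. mauritiana* on the published annotations, which is 10.0 and 15.8 % of the comparable genes. On the direct re-annotation, the numbers were 1245 (9.29 %) and 2003 (15.0 %). In DESeq2, normalization factors set in this way replace the size factors, and the size factors of the 6 libraries span a 2.07-fold range in the *D. melanogaster* comparison and a 1.32-fold range in the *D. simulans* comparison with the published annotations. The alternative that changed the counts most multiplied the length matrix by the size factors and gave 2389 and 3004 calls (published) and 2577 and 3642 calls (direct). With genes restricted to at least 10 counts in every library, 595 (published) and 692 (direct) genes were called between *D. melanogaster* and *D. mauritiana*. Without *D. melanogaster* replicate C, these numbers were 739 and 772.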

Using this approach for pairwise gene expression analyses, we found that only 9.4 to 15.4 % of the comparable genes were significantly differentially expressed. 

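After the correction with the length matrix, rho was -0.131 (adjusted p = 0.000200, permutation test) between *D. melanogaster* and *D. mauritiana* and -0.0771 (adjusted p = 0.0490, permutation test) between *D. simulans* and *D. mauritiana* with the published annotations. It was -0.0984 (adjusted p = 0.0140) and -0.133 (adjusted p = 0.00139) with the direct re-annotation. The correlation of the published *D. melanogaster* comparison was -0.0197 (permutation p = 0.622) among genes with at least 10 counts in every library. The unadjusted permutation p also lay above 0.05 for the published *D. simulans* comparison without *D. simulans* replicate B (rho -0.0654, p = 0.0701) and for the direct *D. melanogaster* comparison without DESeq2's prior on fold changes (rho -0.0728, p = 0.0535).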

Even though the gene length was accounted for during the DESeq2 analysis of differential gene expression, we still find a correlation between inter-specific gene length differences and log2-fold changes (Fig. 2b, Additional file 4: Figure S2, Table 2). However, the significance of this correlation is greatly reduced in comparison to the DESeq2 analysis without length correction (Table 2), suggesting that the length correction incorporated in DESeq2 helps to reduce the number of false positive candidate genes. This finding is further supported by the comparison of the RNA-seq results to the qPCR data. 

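The slope of the log2-fold change on the log2 length ratio of the other species over *D. mauritiana* decreased with the length matrix to 0.43 (95 % bootstrap interval 0.16 to 0.70) in the published and 0.49 (0.15 to 0.88) in the direct annotation for *D. melanogaster* and *D. mauritiana*, and to 0.26 (0.05 to 0.49) in the direct annotation for *D. simulans* and *D. mauritiana*. For the published annotations of *D. simulans* and *D. mauritiana*, the interval of the slope of 0.40 included 0 (-0.10 to 1.01).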

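With the length matrix, the log2-fold change of *Cp110* was 1.38 (standard error 0.45, adjusted p = 0.0212, DESeq2). The adjusted p was 0.0608 without *D. mauritiana* replicate C, 0.156 without *D. melanogaster* replicate A and 0.175 without *D. melanogaster* replicate C, so that none of the 7 genes was called in these 3 fits, where 3, 1 and 1 of them had an unadjusted p below 0.05. For the other genes the adjusted p lay between 0.321 (*CG6766*) and 0.881 (*lace*), with log2-fold changes between 0.35 and 0.84. After multiplication of the length matrix by the size factors, 5 of the 7 genes were called (*CG3558*, *dac*, *RAF2*, *Cp110* and *CG6766*).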

After length correction only one (*Cp110*) of the seven genes that are longer in *D. melanogaster* show significant differential expression (Fig. 4, Table 3).

#### limma with RPKM length correction

RPKM values are commonly calculated for RNA-seq datasets to account for variation in library sizes and to correct for length differences between different genes within the same species [46]. The moderated t-statistics incorporated in the limma R package [43, 44] can subsequently be used to assess differential gene expression. It has not been tested if this approach also corrects properly for differences in the length of the same gene being compared between two species. Using this method, we found between 14.1 % and to 24.1 % of the comparable genes to be significantly differentially expressed (Table 2). 

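With RPKM-limma, 1749 genes (15.2 %) were called between *D. melanogaster* and *D. mauritiana* and 2383 genes (23.8 %) between *D. simulans* and *D. mauritiana* on the published annotations, and 1894 (14.1 %) and 2744 (20.6 %) on the direct re-annotation. Among the fits that left out 1 library, the lowest counts were 823 (published) and 860 (direct) without *D. melanogaster* replicate A and 1320 (published) and 1461 (direct) without *D. mauritiana* replicate D. The *D. melanogaster* comparison also fell to 1111 (published) and 1118 (direct) without *D. mauritiana* replicate A, to 931 and 919 without *D. mauritiana* replicate B and to 894 and 950 without *D. melanogaster* replicate C, and the *D. simulans* comparison to 1486 and 1570 without *D. simulans* replicate C.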

Our correlation analysis shows that the correction of a length bias using RPKM values still results in a clearly significant correlation between the gene length difference and the observed log2-fold change (Fig. 2c, Additional file 5: Figure S3, Table 2). However, compared to the DESeq2 analysis without length correction, the significance values are highly reduced (Table 2), showing that the number of false positives is lower. Accordingly, six of the seven genes that we benchmarked with qPCR show no significant differential gene expression although they show clear length differences between *D. melanogaster* and *D. mauritiana* (Table 3). 

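Spearman's correlation coefficient between length difference and log2-fold change from RPKM-limma was -0.117 (adjusted p = 0.000630, permutation test over 1038 genes) and -0.116 (adjusted p = 0.00251, 764 genes) with the published annotations of *D. melanogaster* and *D. simulans*, respectively, each against *D. mauritiana*. With the direct re-annotation it was -0.108 (adjusted p = 0.00674, 716 genes) and -0.142 (adjusted p = 0.000700, 658 genes). The slope on the log2 length ratio of the other species over *D. mauritiana* was between 0.20 and 0.30 in these 4 settings, and its 95 % bootstrap interval included 0 only for the published annotations of *D. simulans* and *D. mauritiana* (-0.18 to 0.74).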

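In RPKM-limma, the adjusted p of 5 of the 7 genes lay between 0.0779 (*CG3558*) and 0.395 (*lace*), with log2-fold changes between 0.55 and 1.08. *CG6766* had a log2-fold change of 1.02 (standard error 0.26) and an adjusted p of 0.0474, close to the threshold. Its adjusted p was 0.0534 with limma's empirical Bayes step run without a trend and between 0.107 and 0.153 in each fit that left out 1 library other than *D. mauritiana* replicate C. Without *D. mauritiana* replicate C, 5 genes were called (*CG3558*, *RAF2*, *Cp110*, *CBP* and *CG6766*).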

Again *Cp110* is the only gene that appears as significantly differentially expressed also after correcting for length differences.

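The log2-fold change of *Cp110* in RPKM-limma was 1.56 (standard error 0.19, adjusted p = 0.0048), and *Cp110* was called in each of the 6 fits that left out 1 library.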

#### voom-limma with RPKM length correction

It has recently been shown that differential gene expression analysis with limma [43, 44] using normalized read counts from voom [45] perform very well for RNA-seq datasets [37]. Although this method is designed to work with direct read counts, in this case we tested it with an additional transcript length correction. Between 15 and 23.5 % of the comparable genes are significantly differentially expressed (Table 2). 

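Voom applied to RPKM + 1, followed by limma, called 1386 (12.0 %) and 2436 (24.3 %) of the comparable genes with the published annotations and 1370 (10.2 %) and 2829 (21.2 %) with the direct re-annotation for *D. melanogaster* and *D. simulans*, respectively, against *D. mauritiana*. Voom applied to the counts, with the length subtracted afterwards, gave 2072 calls in the direct re-annotation of *D. melanogaster* and *D. mauritiana*. With 1 library left out, the counts of the *D. melanogaster* comparison fell to 821 (published) and 745 (direct) without *D. mauritiana* replicate B, to 902 and 854 without *D. melanogaster* replicate A, to 701 and 661 without *D. melanogaster* replicate C and, with the direct re-annotation, to 870 without *D. mauritiana* replicate A. Those of the *D. simulans* comparison fell to 1448 and 1669 without *D. mauritiana* replicate D.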

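In RPKM-voom-limma, rho was -0.108 (adjusted p = 0.00139, permutation test) for *D. melanogaster* and -0.117 (adjusted p = 0.00230, permutation test) for *D. simulans* with the published annotations, and -0.103 (adjusted p = 0.0102) and -0.145 (adjusted p = 0.000682) with the direct re-annotation. With voom applied to the counts and the length subtracted afterwards, the correlation of the published annotations of *D. simulans* and *D. mauritiana* was -0.0634 (permutation p = 0.083).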

After length correction (RPKM) and normalization with voom, we found a significant correlation between gene length differences and log2-fold changes when the published annotations and the directly re-annotated reference gene sets were used However, this was slightly reduced compared to the RPKM-limma analysis, especially for the *D. simulans* and *D. mauritiana* comparison. (Figure 2d, Additional file 6: Figure S4, Table 2). 

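Of the 7 genes, *Cp110* (log2-fold change 1.57, adjusted p = 0.00419) and *CG6766* (1.10, adjusted p = 0.0417) were called with voom applied to RPKM + 1 on the published annotations. *CG3558* had an adjusted p of 0.0962 and was called with voom applied to the counts and the length subtracted afterwards (0.0428), in addition to *Cp110* and *CG6766*. *CG6766* was called in none of the 5 fits that left out a library other than *D. mauritiana* replicate C (adjusted p between 0.058 and 0.166), and without *D. mauritiana* replicate C 6 of the 7 genes were called, all except *lace*.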

For the seven qPCR benchmarked genes that have clear length differences between *D. melanogaster* and *D. mauritiana* the use of the voom-limma method results in three significantly differentially expressed genes (Table 3), suggesting a higher false positive rate.

#### Length correction during the statistical analysis might be insufficient

The comprehensive comparison of four methods for differential gene expression analysis shows that the incorporation of a length correction drastically reduces the number of false positive candidate genes. Although the correlation between gene length differences and the observed log2-fold changes (Fig. 2, Additional files 3, 4, 5 and 6: Figure S1-S4, Table 2) is reduced in the three methods that account for gene length differences (length matrix in DESeq2, RPKM-limma and RPKM-voom-limma), none of them sufficiently corrects the length bias present in the two gene sets used as mapping references. This is also supported by the qPCR validation of seven genes that exhibit clear length differences between the published *D. melanogaster* and *D. mauritiana* annotations (Fig. 4, Table 3). 

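Among genes with a length difference above 49 bp, the share of calls remained higher than among the other genes after each correction in the *D. melanogaster* comparison of the published annotations, with 20.0 against 10.0 % for the length matrix, 22.5 against 14.5 % for RPKM-limma and 17.7 against 11.5 % for RPKM-voom-limma (Fisher's exact test across genes, two-sided, p = 1.87e-18, 5.28e-11 and 2.44e-08, not adjusted for the number of settings). In the direct re-annotation of *D. simulans* and *D. mauritiana*, these shares were 24.1 against 16.9 %, 26.0 against 20.3 % and 26.0 against 21.0 % (Fisher's exact test, p = 1.44e-05, 0.000632 and 0.00282). The shares with the length matrix in the published annotations of *D. simulans* and *D. mauritiana* were 20.3 and 17.4 % (Fisher's exact test, p = 0.0507). The called genes above 49 bp were higher in the species with the longer model in 53.6, 56.0 and 58.7 % of cases after the 3 corrections in the published annotations of *D. melanogaster* and *D. mauritiana*, and in 43.1, 33.8 and 25.0 % of cases in the published annotations of *D. simulans* and *D. mauritiana*. In the latter pair, the *D. simulans* model was the longer one in 718 of the 757 common genes above 49 bp. Of all calls of this pair, 51.6, 58.6 and 66.8 % were higher in *D. mauritiana* after the 3 corrections. The low shares therefore also reflect the direction of all calls and do not by themselves show an excessive length correction.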

In all three methods at least one gene was still artificially significantly differentially expressed. This is most pronounced for the voom-limma method where three of the seven genes are significantly differentially expressed. Of the seven genes we analysed using qPCR, *Cp110* was in all cases identified as a false positive candidate. In order to further characterise this gene, we visually inspected the distribution of mapped reads. 

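The published *D. mauritiana* model of *Cp110* has 1218 bp, against 1998 bp in *D. melanogaster*, and the reciprocally re-annotated *D. mauritiana* model also has 1998 bp. The same *D. mauritiana* reads gave 91, 262 and 220 counts on the shorter model and 675, 1227 and 690 counts on the longer model in replicates A, B and C, respectively. The *D. melanogaster* replicates A, B and C had 1028, 645 and 918 counts on either *D. melanogaster* model. In the libraries sequenced as paired-end reads, *D. mauritiana* replicates D, E and F had 1204, 1704 and 1780 counts on the shorter and 2756, 3504 and 4073 counts on the longer model. The tables give a count per transcript, so the position of each read within *Cp110* was not analysed here.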

Interestingly, the 3′-region is missing in the *D. mauritiana* ortholog of *Cp110* (Additional file 7: Figure S5A) and we found clearly more *D. melanogaster* reads that map to this 3′-part of the transcript than to the 5′-region (Additional file 7: Figure S5C). The number of *D. melanogaster* and *D. mauritiana* reads mapped to the 5′-part of the transcript is comparable (compare Additional file 7: Figure S5B to C). Hence, a very likely explanation for the inefficient length correction of the three applied methods could be an unequal distribution of the mapped reads along the transcripts.

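The distribution of reads along transcripts was measured by comparing the counts of a library on models that the reciprocal re-annotation had shortened at 1 end with its counts on the full-length models of the direct re-annotation. If reads are spread evenly, the log ratio of the counts equals the log ratio of the lengths, and the exponent that relates both is 1. For models without part of the 3′ end, the exponent was 2.20 in *D. mauritiana* replicate A, 2.20 in B and 1.49 in C (57 genes) and 1.50, 2.39 and 1.63 in *D. melanogaster* replicates A, B and C (116 genes). For models without part of the 5′ end, it was 0.398, 0.439 and 0.619 in *D. mauritiana* (44 genes) and 0.576, 0.337 and 0.523 in *D. melanogaster* (157 genes). In *D. melanogaster* replicate B, models with a median of 70.6 % of their length kept 42.8 % of their reads where the 3′ end was missing, and models with a median of 70.5 % of their length kept 90.7 % where the 5′ end was missing. The paired-end libraries had exponents between 1.05 and 1.19 for the 3′ end and between 0.824 and 0.910 for the 5′ end. The difference between both ends was 1.42 ± 0.512 (SD, n = 6 libraries) for single-end and 0.254 ± 0.0871 (SD, n = 6 libraries) for paired-end libraries (exact permutation test, two-sided, p = 0.00216). Within *D. mauritiana* alone, all 3 single-end libraries lay above all 3 paired-end libraries (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Read type goes with the sequencing run and with the other species of the comparison, so these cannot be separated across the 12 libraries.

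**Figure D1:**
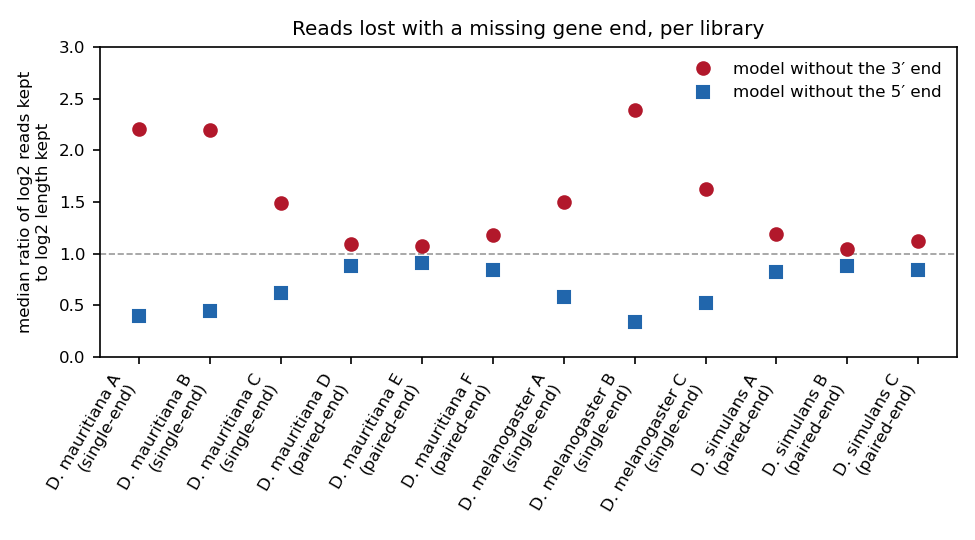
Exponent relating the reads kept to the length kept for models shortened at the 3′ end or at the 5′ end, for each of the 12 libraries; points are medians over genes, and the dashed line at 1 marks an even spread of reads. Single-end libraries lie between 1.49 and 2.39 for the 3′ end and between 0.337 and 0.619 for the 5′ end.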

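Relative to DESeq2 without length correction, the length matrix lost 1274 and 1481 calls with the published annotations and 1390 and 1798 calls with the direct re-annotation for the *D. melanogaster* and the *D. simulans* comparison, respectively. Of these lost calls, between 10.7 and 13.2 % had a length difference above 49 bp. With the length matrix multiplied by the size factors, 89 and 120 calls (published) and 120 and 165 calls (direct) were lost, and the calls among genes with a difference of at most 49 bp amounted to between 99.4 and 100.2 % of those of DESeq2. Of the calls lost with this product, 76.4 and 51.7 % (published) and 64.2 and 79.4 % (direct) had a length difference above 49 bp.

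**Figure D2:**
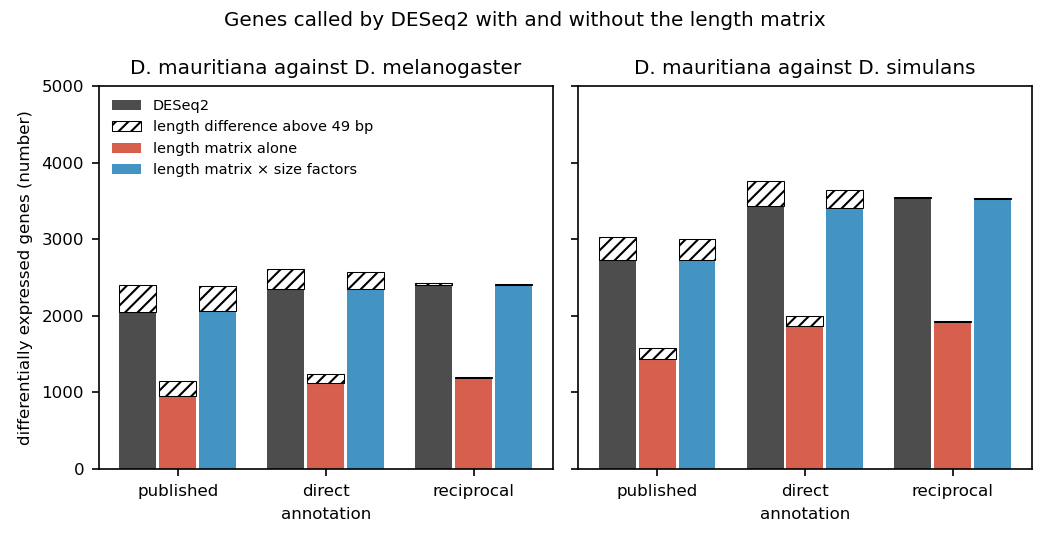
Number of differentially expressed genes called by DESeq2, by DESeq2 with the length matrix as the only normalization factors and by DESeq2 with the length matrix multiplied by the size factors, for each annotation and comparison, split by a length difference of at most 49 bp or above. Among genes with a length difference of at most 49 bp in the published annotations of *D. melanogaster* and *D. mauritiana*, the calls number 2055, 959 and 2060.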

Besides an insufficient length correction, the DESeq2 method including a length matrix results in the lowest number of significantly differentially expressed genes, suggesting that the length correction applied here might be extremely conservative and could lead to a high rate of false negatives. 

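The share of called genes with higher expression in *D. mauritiana* than in *D. melanogaster* was 63.2 % (729 of 1153 genes) with the length matrix on the published annotations and 61.4 % (765 of 1245 genes) on the direct re-annotation. It was 52.4 and 52.3 %, respectively, when the length matrix was multiplied by the size factors. The median log2-fold change was -0.13 over 8581 genes (published) and -0.12 over 9800 genes (direct) with the length matrix alone. It was 0.02 and 0.01 with the product, so that the scaling moved the median of these genes. With the length matrix alone, the share was lowest without *D. mauritiana* replicate B (51.2 % published, 48.8 % direct). It was highest without *D. mauritiana* replicate A (73.1 and 71.9 %). Against *D. simulans*, the share higher in *D. mauritiana* was 51.6 % (published) and 50.6 % (direct) with the length matrix alone. It fell to 40.2 and 41.5 % without *D. mauritiana* replicate F and rose to 59.1 and 57.9 % without *D. simulans* replicate C. In RPKM-limma, 53.4 % (published) and 50.6 % (direct) of the calls were higher in *D. mauritiana* than in *D. melanogaster* and 58.6 and 55.8 % higher in *D. mauritiana* than in *D. simulans*. With 1 library left out, the shares against *D. melanogaster* varied from 45.5 and 43.4 % without *D. melanogaster* replicate C to 61.0 (published, without *D. mauritiana* replicate B) and 58.9 % (direct, without *D. mauritiana* replicate A). The library totals of Table 4, in place of table sums, were chosen after the data and the paper's values had been seen. With them, the RPKM-limma share for the published annotations of *D. melanogaster* and *D. mauritiana* was 64.4 %. The median log2-fold change over 8581 genes moved from 0.02 to -0.10. In RPKM-voom-limma, 49.4 and 48.4 % of the calls were higher in *D. mauritiana* than in *D. melanogaster*, and 66.8 % were higher in *D. mauritiana* than in *D. simulans* with either annotation. The shares against *D. melanogaster* varied from 39.8 and 36.8 % without *D. mauritiana* replicate C to 57.8 and 56.6 % without *D. melanogaster* replicate A, so that in both frameworks the species with the larger share in the comparison with *D. melanogaster* depends on single libraries. The shares against *D. simulans* stayed above 50 % in each fit that left out 1 library, from 53.1 to 60.6 % in RPKM-limma and from 59.9 to 70.5 % in RPKM-voom-limma over both annotations. Voom applied to log2(RPKM + 1) lowered the latter shares to 54.7 and 54.2 %.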

Interestingly, in many pairwise comparisons we found more significantly differentially expressed genes with a higher expression in *D. mauritiana* compared to *D. melanogaster* and *D. simulans* (not shown), although *D. mauritiana* gene models are generally shorter than those of the other two species (Fig. 2, Additional files 3, 4, 5 and 6: Figure S1-S4). This finding suggests that the length correction applied here might reduce the power to detect differential expression for the already short *D. mauritiana* genes.

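Among genes whose models have the same length in both species, 356 of 557 genes (63.9 %) called with the length matrix on the published annotations were higher in *D. mauritiana* than in *D. melanogaster*.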

In summary, all three methods that include a length correction decrease the chance of identifying false positives. The RPKM-voom-limma and RPKM-limma methods seem to give the best ratio of false positives and false negatives, while DESeq2 including a length matrix is very conservative. However, none of the length correction methods tested does efficiently account for all differences in gene length observed in the reference annotation of the three studied *Drosophila* species. The length bias is most obvious when the distribution of reads is not uniform across the transcript body (e.g. *Cp110*). Therefore, all genes that exhibit length differences larger than the read length should be excluded from any of the reference gene sets (see Table 1; number of comparable genes after filtering).

### Reciprocal re-annotation reduces the number of false positive candidates

#### Overview of the reciprocal re-annotation pipeline

To overcome problems due to length differences between orthologous genes and simultaneously maximize the number of comparable genes, we developed a pipeline to reciprocally re-annotate the reference genomes of the three species (Fig. 3b, Methods). Instead of directly annotating the *D. simulans* and *D. mauritiana* genomes individually using the *D. melanogaster* reference gene set, we first annotated the genome of *D. simulans* based on the protein set from *D. melanogaster*. Subsequently, we used these newly annotated *D. simulans* gene models to annotate the genome of *D. mauritiana*. This gene set was then used as a reference to re-annotate again the previously generated *D. simulans* gene set. And finally, we used these *D. simulans* gene models that already contain consensus features of *D. simulans* and *D. mauritiana* to re-annotate the *D. melanogaster* gene set (Fig. 3b). Therefore, we obtained the longest sequence present in all three species and then, if necessary, reduce its length in the other references accordingly. Thus, we expect to equalize the length of all the genes for the three references (Fig. 3a, lower panel). It is important to note here that it does not matter in which order the reciprocal re-annotation is done. As long as the first reference is the one of *D. melanogaster* (i.e. the best curated annotation), we obtained the same results when we first annotate *D. simulans* or *D. mauritiana* (not shown).

#### Reciprocal re-annotation efficiently reduces gene length differences between species

With the reciprocal re-annotation of the published genomes we obtained 97.33 % of the 13,676 *D. melanogaster* gene models in each of the three species (Table 1). 

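The tables made with the reciprocal re-annotation hold 13331 genes for *D. melanogaster* and *D. mauritiana* and 13320 genes for *D. simulans* and *D. mauritiana*, and 13311 genes occur in both.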

In accordance with our expectations, only a small fraction of those genes found in all three species have a length difference of more than 49 bp (Fig. 1c; Additional file 2: Table S2): 71 genes (0.53 %) genes between *D. melanogaster* and *D. mauritiana*, 41 genes (0.3 %) between *D. melanogaster* and *D. simulans* and only 26 genes (0.19 %) between *D. mauritiana* and *D. simulans*. Hence, the reciprocal re-annotation of the published genomes allows the analysis of the highest number of comparable genes with less than 50 bp length differences in a differential gene expression study (Table 1; 13,239 (96.80 %) of the 13,676 *D. melanogaster* gene models).

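In the 71 genes that differed by more than 49 bp between *D. melanogaster* and *D. mauritiana*, the *D. mauritiana* model was the longer one in 66 and the *D. melanogaster* model in 5. Between *D. melanogaster* and *D. simulans*, the *D. simulans* model was longer in 39 of the 41 genes, and between *D. mauritiana* and *D. simulans*, the *D. mauritiana* model was longer in 25 of the 26 genes. The models had the same length in 66.2, 66.1 and 79.4 % of the genes of these 3 pairs. With a threshold of 99 bp, 43, 24 and 14 genes remained.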

#### Evaluation of the reciprocal re-annotation in RNA-seq experiments

To quantitatively test whether the number of false positives due to gene length differences is indeed reduced after reciprocal re-annotation, we applied a pairwise analysis of differential gene expression between *D. melanogaster* and *D. mauritiana* and *D. simulans* and *D. mauritiana* (see Methods). We mapped the RNA-seq reads to the new references and performed the statistical analysis using the four methods evaluated above: DESeq2, DESeq2 with length correction [41], RPKM-limma [43, 44, 46], RPKM-voom-limma [45].

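On the reciprocally re-annotated gene sets, DESeq2 called 2426 of 13331 genes (18.2 %) between *D. melanogaster* and *D. mauritiana* and 3551 of 13320 genes (26.7 %) between *D. simulans* and *D. mauritiana*. Without *D. melanogaster* replicate C, the *D. melanogaster* comparison gave 1571 calls. The edgeR test called 1775 genes (13.3 %) and 2790 genes (20.9 %). These fell to 1044 without *D. mauritiana* replicate B, 985 without *D. melanogaster* replicate A and 849 without *D. melanogaster* replicate C in the *D. melanogaster* comparison and to 1633 without *D. mauritiana* replicate D and 1736 without *D. simulans* replicate C in the *D. simulans* comparison. The genes with the largest log2-fold changes in edgeR were taken among called genes with a mean of at least 100 counts per library, a length difference of at most 49 bp and no overlap between the groups. Between *D. melanogaster* and *D. mauritiana*, *CG8565* (FBgn0030697) had between 2281 and 4240 counts in the *D. mauritiana* libraries and between 0 and 5 in those of *D. melanogaster* (log2-fold change -10.38), and the gene FBgn0010549 had between 0 and 4 counts in *D. mauritiana* and between 4411 and 5971 in *D. melanogaster* (log2-fold change 11.38). The *D. melanogaster* models kept span 814 bp of the 2373 bp of coding sequence of *CG8565* and 1591 bp of the 4125 bp of FBgn0010549, which is in neither published table. The counts of these 2 genes therefore cover only a part of each, and whether these parts stand for the whole genes was not tested. Where all libraries of a species had at most 3 counts, the fold change is a lower bound computed against 3 counts per library, and by this measure *CG14153* (FBgn0036094) was at least 472-fold higher in *D. mauritiana* and *Obp73a* (FBgn0036681) at least 408-fold higher in *D. melanogaster*. Between *D. simulans* and *D. mauritiana*, *UQCR-11L* (FBgn0050354) and *CG42820* (FBgn0262002) were at least 679-fold and at least 145-fold higher in *D. mauritiana*, and *CG42779* (FBgn0261847; between 0 and 7 counts in *D. mauritiana* and between 1588 and 1937 in *D. simulans*) and *CG5892* (FBgn0038873; between 2 and 12 and between 3172 and 5258 counts) had log2-fold changes of 9.32 and 8.81. These values depend on single libraries, with -11.99 for *CG8565* without *D. melanogaster* replicate A, 12.53 and 10.79 for FBgn0010549 without *D. mauritiana* replicates A and C, respectively, and 11.39 for *CG42779* without *D. mauritiana* replicate F.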

As for the published and directly re-annotated references, the statistical analysis with DESeq2 resulted in the highest number of significantly differentially expressed genes (18.8 and 26.3 % of the comparable genes; Table 2). This number clearly dropped to 9.1 and 14.3 % after including a length correction during the DESeq2 analysis. Similarly, the number of differentially expressed genes is greatly reduced if RPKM-limma and RPKM-voom-limma are being used (Table 2). However, only 71 (*D. melanogaster* vs. *D. mauritiana*) and 26 (*D. simulans* vs. *D. mauritiana*) pairwise comparable genes exhibit length differences greater than 49 bp after reciprocal re-annotation. 

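The length matrix reduced the calls to 1206 (9.05 %) and 1927 (14.5 %) on the reciprocal re-annotation. With the matrix multiplied by the size factors, 2420 and 3536 genes were called. The *D. melanogaster* comparison with the length matrix alone gave 630 calls among genes with at least 10 counts in every library and 749 calls without *D. melanogaster* replicate C.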

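RPKM-limma called 1808 genes (13.6 %) between *D. melanogaster* and *D. mauritiana* and 2686 genes (20.2 %) between *D. simulans* and *D. mauritiana* on the reciprocal re-annotation, and RPKM-voom-limma 1292 genes (9.69 %) and 2781 genes (20.9 %). Voom applied to the counts gave 1964 calls between *D. melanogaster* and *D. mauritiana*. The lowest counts with 1 library left out were 813 without *D. melanogaster* replicate A for RPKM-limma and 637 without *D. melanogaster* replicate C for RPKM-voom-limma in the *D. melanogaster* comparison, and 1398 and 1625, respectively, without *D. mauritiana* replicate D in the *D. simulans* comparison. In the *D. melanogaster* comparison, the counts of RPKM-limma and RPKM-voom-limma also fell to 1061 and 840 without *D. mauritiana* replicate A and to 844 and 740 without *D. mauritiana* replicate B. RPKM-limma further fell to 926 without *D. melanogaster* replicate C and, in the *D. simulans* comparison, to 1526 without *D. simulans* replicate C, and RPKM-voom-limma to 815 without *D. melanogaster* replicate A.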

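Of the 1231 calls that the length matrix lost between *D. melanogaster* and *D. mauritiana* on the reciprocal re-annotation, 11 (0.894 %) had a length difference above 49 bp, and of the 1659 calls lost between *D. simulans* and *D. mauritiana*, 5 (0.301 %). The product of length matrix and size factors lost 15 and 22 calls. RPKM-limma lost 807 and 1104 calls of DESeq2, of which 10 and 5 had a length difference above 49 bp, and RPKM-voom-limma lost 1178 and 1106, of which 13 and 4 had one.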

One would expect that only those genes should be affected by any of the three length correction methods.

Therefore, we propose that the combination of a reciprocal re-annotation in combination with a read-count based DESeq2 analysis of differential gene expression is likely to provide the most comprehensive and reliable estimation of inter-specific gene expression differences. This is further supported by the lack of a significant correlation between log2-fold changes and gene length differences if the DESeq2 is used in combination with the reciprocal re-annotation as mapping reference (Additional files 3, 4, 5 and 6: Figure S1-S4; Table 2). 

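With the reciprocal re-annotation, rho between length difference and DESeq2 log2-fold change was -0.235 over 70 genes between *D. melanogaster* and *D. mauritiana* (permutation p = 0.0512, adjusted p = 0.0698) and -0.292 over 26 genes between *D. simulans* and *D. mauritiana* (permutation p = 0.146, adjusted p = 0.190). The number of genes is too small to exclude a correlation of the size found with the other annotations. The permutation p of the *D. melanogaster* comparison lies close to 0.05 and was below it with the log2 length ratio of *D. mauritiana* over *D. melanogaster* in place of the difference (rho -0.340, p = 0.00422), with a length difference above 99 bp (-0.417, p = 0.00616) and among genes with at least 10 counts in every library (-0.313, p = 0.0258). It was also below 0.05 without *D. mauritiana* replicate A (rho -0.252, p = 0.0356), *D. mauritiana* replicate C (-0.237, p = 0.0491), *D. melanogaster* replicate A (-0.282, p = 0.0179) or *D. melanogaster* replicate C (-0.252, p = 0.0359), but not without *D. mauritiana* replicate B or *D. melanogaster* replicate B (rho -0.191 without the latter). In the *D. simulans* comparison, rho was -0.418 among genes with at least 10 counts in every library, with a permutation p of 0.0379, and 0.103 for genes with a length difference above 99 bp. The slope on the log2 length ratio of the other species over *D. mauritiana* was 1.52 (95 % bootstrap interval 0.62 to 2.86) in the *D. melanogaster* comparison and 1.19 (-0.70 to 3.29) in the *D. simulans* comparison.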

Although the correlation is not significant, we still find that most significantly differentially expressed genes with length differences larger than 49 bp have higher expression in the species with the longer transcript (Additional files 3, 4, 5 and 6: Figure S1-S4). Therefore, we propose that those genes should be filtered out from further differential gene expression analysis. Additionally, the seven genes that were validated using qPCR did not show a significant differential expression after their length was equalized (Fig. 4, Table 3), suggesting that the length correction during the annotation of genomes can facilitate the reduction in false positive candidate genes in RNA-seq analyses.

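Between *D. melanogaster* and *D. mauritiana*, 17 of the 22 called genes above 49 bp (77.3 %, 95 % Clopper-Pearson interval 54.6 to 92.2 %) were higher in the species with the longer model, and between *D. simulans* and *D. mauritiana* 8 of 9 (88.9 %, 51.8 to 99.7 %). The share of called genes was 32.8 % above 49 bp against 20.7 % among the other genes in the *D. melanogaster* comparison (Fisher's exact test across genes, two-sided and unadjusted, p = 0.0223) and 34.6 against 30.6 % in the *D. simulans* comparison (p = 0.672).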

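With the reciprocally re-annotated models, the lengths of the 7 genes differed by at most 15 bp between *D. melanogaster* and *D. mauritiana*. Their log2-fold changes in DESeq2 were 0.03 for *lace*, 0.16 for *CG3558*, 0.46 for *dac*, 0.33 for *RAF2*, 0.11 for *Cp110*, -0.24 for *CBP* and 0.31 for *CG6766*, with adjusted p-values between 0.393 (*dac*) and 0.976 (*lace*). None of the 7 genes was called by any of the 5 frameworks, and 0 of them had an unadjusted p below 0.05 in any of these. In the DESeq2 fits with 1 library left out, *CG6766* was called without *D. mauritiana* replicate C (log2-fold change 0.61, adjusted p = 0.0469), and *dac* (0.75, adjusted p = 0.0488) and *CBP* (-0.45, adjusted p = 0.0207) were called without *D. melanogaster* replicate B. The log2-fold change of *lace* changed its sign when any of 4 libraries was left out (-0.25 without *D. melanogaster* replicate A), and that of *Cp110* without *D. mauritiana* replicate C (-0.064). Expression of *Cp110* was 34.8 ± 8.21 CPM (SD, n = 3) in *D. mauritiana* and 36.7 ± 2.25 CPM (SD, n = 3) in *D. melanogaster*, and that of *CBP* was 388 ± 28.9 and 320 ± 80.6 CPM. From the absence of significant differences after the lengths were equalized, the paper proposes that length correction during genome annotation can reduce the number of false positive candidate genes.

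**Figure D3:**
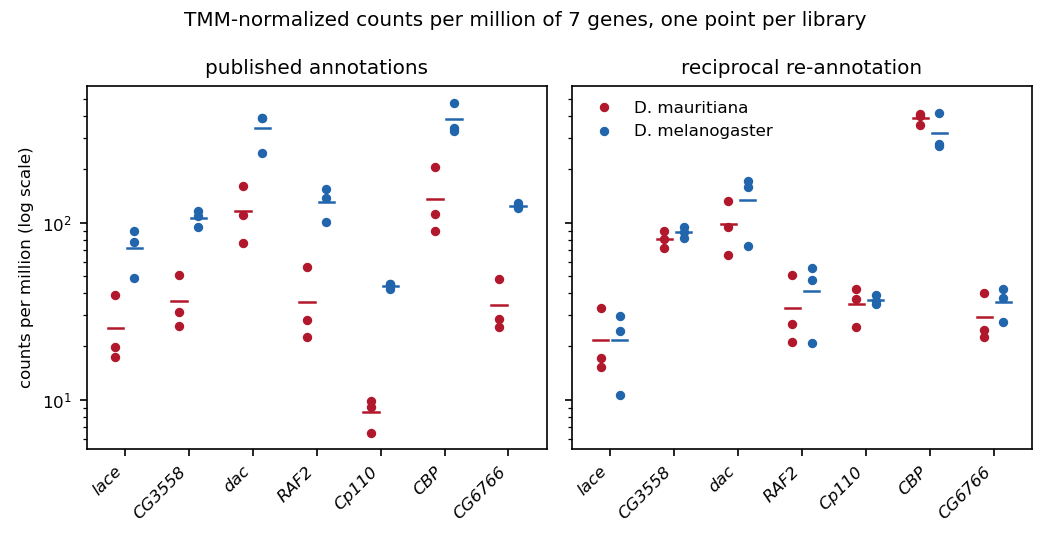
CPM (log axis) of the 7 genes in the 3 single-end libraries of *D. mauritiana* and the 3 libraries of *D. melanogaster*, with the published annotations and with the reciprocal re-annotation; each point is 1 library and the horizontal bars are means. The *Cp110* means of both species are 34.8 and 36.7 CPM with the reciprocal re-annotation, and with the published annotations the *D. mauritiana* libraries lie between 6.49 and 9.85 CPM and the *D. melanogaster* libraries between 42.3 and 45.1 CPM.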

#### Assessment of power to detect differential gene expression

It is important to note that the gene models generated by our reciprocal re-annotation pipeline do not necessarily represent the complete gene and thus the most comprehensive annotation for each species. This is due to the fact that potential full gene models in one species might have been adjusted to the shortest orthologous gene model. Therefore, in each round of annotation some gene models are truncated to fit the length of its orthologs (see Figs. 2 and 3a). If the gene models would be extremely shortened, this could of course lead to a loss of statistical power for the differential gene expression analysis. In order to estimate how much sequence information we really lose, we compared the length of the *D. melanogaster* gene models before and after the reciprocal re-annotation. This comparison shows that 12,642 (92.44 %) of the 13,676 gene models still contain 90 to 100 % of their original sequence length after the reciprocal re-annotation (Additional file 8: Figure S6).

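The lengths of the *D. melanogaster* models in the direct and the reciprocal tables could be compared for 13317 genes. Of these, 12578 kept at least 90 % of their length, which is 92.0 % of the 13676 genes of the original set, 12390 kept at least 95 % and 10582 kept their full length. Fewer than 50 % of the bases were kept in 108 genes. From the alignment coordinates on the *D. melanogaster* coding sequences, 12582 genes kept at least 90 %.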

Next we assessed the potential loss of power by comparing the number of mapped reads between the published annotations (13,676 genes in *D. melanogaster*, 12,005 genes in *D. mauritiana* and 11,837 genes in *D. simulans*; Table 1) and the gene sets generated from our reciprocal re-annotation of the published genomes (13,457 genes in *D. melanogaster*, 13,373 genes in *D. simulans* and 13,346 genes in *D. mauritiana*, Table 1). Overall, the proportion of successfully mapped reads for all reference gene sets was between 40 and 67 % (Table 4). A large portion of this relatively low mapping rate can be explained by the fact that we excluded UTR sequences from all reference gene sets, what accounts for about 27.4 % of all mapped reads (see Methods; Additional file 9: Table S3). Additionally, we only used the longest isoform of *D. melanogaster* for all annotations in the other two species (see Methods). Therefore, some differentially spliced exons might not be represented in the newly generated gene sets. However, the use of the sum of all exons only increases the mapping success by 0.4 % if UTRs are excluded and 1.6 % if the UTRs are included (Methods; Additional file 9: Table S3). If the comparison of the expression of different isoforms across species is of interest one could perform the quantification on the level individual transcripts [60] or even exons. This approach requires of course a proper annotation of the different isoforms in all reference genomes and a dedicated mapping pipeline. 

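In the tables of the reciprocal re-annotation, the sums of counts per library lay between 17622291 and 34063962 (median 25393417) for single-end *D. mauritiana*, between 17170747 and 27621643 (median 24595371) for *D. melanogaster*, between 121468882 and 156980543 (median 143066284) for paired-end *D. mauritiana* and between 126177323 and 162437570 (median 148890587) for *D. simulans*. These sums are between 99.5 and 99.9 % of the totals of Table 4. The 10 most abundant genes took between 5.40 and 10.9 % of the counts of a library.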

For our analysis, we found for all replicates more than 17 million mapped reads after reciprocal re-annotation (Table 4) what has been shown to provide enough statistical power for differential gene expression analyses [61].

**Table 3:** Analysis of differential expression

		Published transcriptomes						Reciprocally re-annotated transcriptomes		
Gene	qPCR	Gene length (# nucl.)		DESeq2	DESeq2 + length matrix	RPKM + limma	RPKM + voom + limma	Gene length (# nucl.)		DESeq2
	*log2FC*	*D. mel*	*D. mau*	*log2FC*	*log2FC*	*log2FC*	*log2FC*	*D. mel*	*D. mau*	*log2FC*
lace	−0.19	1791	903	1.40***	0.38	0.41	0.15	902	902	0.03
CG3558	0.08	3147	1956	1.50***	0.67	0.75	0.26*	3150	3135	0.16
dac	−0.29	3243	1878	1.47***	0.57	0.65	0.18	1887	1878	0.46
RAF2	1.0e-03	3351	1854	1.77***	0.84	0.94	0.31	1959	1966	0.33
Cp110	−0.18	1998	1218	2.31***	1.38*	1.4**	0.55**	2000	1998	0.11
CBP	−0.21	1653	894	1.42***	0.35	0.54	0.14	1656	1653	−0.24
CG6766	−0.41	1575	852	1.81***	0.79	0.88	0.25*	855	855	0.31
piwi	−2.60**	2529	2526	−2.48***	−2.54***	−1.99**	−1.08**	2532	2529	−2.48***
alrm	−2.37***	1413	1413	−6.54***	−6.67***	−4.93***	−2.68***	1416	1416	−6.49***
Nplp1	1.04	1461	1461	3.85***	3.63***	3.06***	1.50***	1464	1464	3.80***

Expression comparison is for *D. mauritiana* vs. *D. melanogaster*, thus a positive log2-fold change (log2FC) indicates higher expression in *D. melanogaster* and vice versa. *p < 0.05; **p < 0.005; ***p < 0.0005

**Table 4:** **|** List of RNA-seq samples and the percentage and number of mapped reads to different reference transcriptomes

Sample	Original read type^a^	Published transcriptomes		Reciprocally re-annotated transcriptomes	
		Percentage	Total number of mapped reads	Percentage	Total number of mapped reads
*D. melanogaster* replicate A	SE 50 bp	58.86 %	28,486,024	57.33 %	27,744,730
*D. melanogaster* replicate B	SE 50 bp	44.23 %	17,675,472	43.19 %	17,260,775
*D. melanogaster* replicate C	SE 50 bp	65.51 %	25,316,846	63.91 %	24,699,746
*D. mauritiana* replicate A	SE 50 bp	40.70 %	16,575,011	43.31 %	17,639,874
*D. mauritiana* replicate B	SE 50 bp	56.17 %	31,884,442	60.07 %	34,100,435
*D. mauritiana* replicate C	SE 50 bp	53.01 %	23,653,723	56.98 %	25,425,486
*D. mauritiana* replicate D	PE 100 bp	56.06 %	111,643,922	61.07 %	121,610,905
*D. mauritiana* replicate E	PE 100 bp	54.28 %	130,638,956	59.51 %	143,226,939
*D. mauritiana* replicate F	PE 100 bp	60.90 %	144,541,354	66.21 %	157,165,639
*D. simulans* replicate A	PE 100 bp	62.26 %	118,272,529	66.71 %	126,741,807
*D. simulans* replicate B	PE 100 bp	57.90 %	138,364,665	62.56 %	149,508,494
*D. simulans* replicate C	PE 100 bp	56.32 %	150,692,651	60.98 %	163,168,587

^a^ Reads originally 100 bp paired-end (PE) were split in half to be 50 bp each and treated as single-end (SE) reads

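Per library, the sum of counts in the table of the reciprocal re-annotation was 1.33 ± 0.0141 times that in the table of the published annotations for paired-end *D. mauritiana* and 1.32 ± 0.0154 times for *D. simulans* (SD, n = 3 each), and 1.19 ± 0.0417 times for single-end *D. mauritiana* (SD, n = 3). These ratios compare tables that hold only comparable genes, so they are not differences in mapping percentage. On the genes contained in both tables, the ratio was 0.996 for paired-end *D. mauritiana*, 0.995 for *D. simulans* and 1.00 for single-end *D. mauritiana*.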

We observed an increase in the mapping percentage of up to 5 % in *D. simulans* and *D. mauritiana* when the reciprocally re-annotated gene sets are used as references (Table 4). This result shows that, although some gene models were now shorter, many genes that had been filtered out in the published genome annotations are actually expressed in these species. 

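Of the 3336 genes of the reciprocal tables that are absent from the published table of *D. simulans* and *D. mauritiana*, 2492 had at least 10 counts in each *D. mauritiana* library and 2497 in each *D. simulans* library. They received 25.4 ± 0.848 % of the counts in *D. mauritiana* and 25.0 ± 0.939 % in *D. simulans* (SD, n = 3 each). The published table lists only genes comparable between both species, so a part of these genes has a published model in 1 of them. *Ubx*, *Antp* and *hh*, for example, are in the published table of *D. melanogaster* and *D. mauritiana*. These shares are therefore not the reads that a species gained by the re-annotation. In the comparison with *D. melanogaster*, 1120 of the 1897 genes absent from the published table had at least 10 counts in each single-end *D. mauritiana* library, and the 1897 genes received 16.1 ± 2.84 % of the counts (SD, n = 3). Among the genes listed in the published table of the same comparison, the share with at least 10 counts in each library was between 69.0 and 80.0 % in the 4 groups. From the additional mapped reads, the paper concludes that many genes excluded from the published annotations are expressed.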

The use of the re-annotated gene set only slightly decreases the mapping success by 1 to 1.6 % in *D. melanogaster* (Table 4), which is likely to be due to the artificial shortening of *D. melanogaster* gene models.

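On the genes that are comparable in both the published and the reciprocal table, *D. melanogaster* libraries had 0.991 ± 0.000667 times as many counts with the reciprocal re-annotation (SD, n = 3). Against the direct table, which contains the full *D. melanogaster* models, the ratios of the total counts of the *D. melanogaster* libraries were 0.985, 0.985 and 0.986.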

In summary, we show that the artificial shortening of transcripts after reciprocal re-annotation does not have a major impact on the power to detect differential gene expression.

#### Practical considerations

We demonstrate that the use of all annotated exons instead of the longest isoform of each gene model does not significantly increase the power to detect differential gene expression. In contrast, the inclusion of UTR regions for the reciprocal re-annotation will clearly increase the number of mapped reads (Additional file 9: Table S3) and hence the statistical power. However, the availability of UTR sequence information strongly depends on the quality of the annotation of the species to compare, since UTR and isoform predictions usually profit from the presence of RNA-seq data to be incorporated in the annotation pipeline. Additionally, the annotation of UTR regions might become more complicated if more distantly related species are studied, because UTR regions tend to evolve faster than coding region [62].

Although we used very closely related species for our analysis here, we think that the presented reciprocal re-annotation is also applicable for genomes of more distantly related species. As a consequence of a higher sequence divergence between distantly related species, inter-specific gene length differences are likely to be more pronounced. If such genomes were used as mapping references, the direct use of length correction during the statistical analysis of differential gene expression might enhance the over-correction effect that we have demonstrated for the three presented methods. Additionally, if the gene lengths are very different between species, the length bias that has been reported for RPKM based normalization approaches [35, 37, 47–49] might be more pronounced. Therefore, we propose that the correction of the inter-specific length bias prior to read mapping using our reciprocal re-annotation pipeline should result in more robust results. However, for more distantly related species, the reciprocal re-annotation is likely to result in more artificial shortening of the genes. Since this could reduce the power to detect differential gene expression, we propose to assess the length differences between species as we presented it here (Fig. 1) prior to the sample preparation and sequencing and to adjust the coverage accordingly by generating more reads to increase sequencing depth.

In the presented case, at least one of the three *Drosophila* species represents a well-established model system with a high quality genome assembly and annotation. If this is available, the reciprocal re-annotation pipeline should of course be started with the highest quality annotation. If the annotation quality of all genomes similar the pipeline could be started with any of the studied species, since we showed that the direction of the reciprocal annotation does not influence the final result. However, if the quality of all annotations is comparably low, one should consider generating longer paired-end reads with higher coverage to first perform a *de novo* annotation with tools like AUGUSTUS [63, 64] or BRAKER1 [65] using those reads to train the respective algorithm. Subsequently, the generated RNA-seq reads can be used to assess differential gene expression using the reciprocally re-annotated references with length adjusted orthologous genes.

## Conclusions

We have carried out a comprehensive comparison of the annotations of published genomes for the three closely related *Drosophila* species, *D. melanogaster, D. simulans* and *D. mauritiana*. This analysis reveals that different assembly strategies, annotation pipelines and filtering steps result in only a small fraction of genes that are comparable among all three species. A direct re-annotation of the *D. simulans* and *D. mauritiana* genomes using the same *D. melanogaster* reference gene set and the same annotation pipeline significantly improves the comparability of the gene sets. However, this direct re-annotation still results in length differences in many gene models between species. Based on these length differences between orthologous genes we tested four alternative methods to statistically assess differential gene expression using RNA-seq, namely DESeq2, DESeq2 with length correction, RPKM-limma and RPKM-voom-limma. We show that none of these methods sufficiently accounts for the inter-specific gene length differences what is evident by a high number of false positive differentially expressed genes. This finding is further supported by qPCR as an alternative transcript quantification method.

In order to further reduce the observed false positive rate, we argue that the length bias should be accounted for prior to the RNA-seq analysis during the generation of the mapping references. Therefore, we implemented a robust reciprocal re-annotation pipeline that allows the generation of highly comparable gene sets to serve as mapping references for inter-specific RNA-seq experiments. Applying RNA-seq and qPCR we confirm the successful reduction of false positive candidate genes if the reciprocally re-annotated genomes are used as mapping references. The reciprocal re-annotation pipeline can easily be adopted to re-annotate genomes of other closely related species or populations of animals and plants. Although we introduced our novel approach here to re-annotate three genomes at a time, it can of course be applied to two or more genomes.

## Methods

### Comparison of published annotations

We obtained the complete coding sequence (CDS) set of *D. melanogaster* r5.55 from FlyBase and considered only the longest isoform of each gene. Because identical sequences cannot be distinguished when RNA-seq reads are mapped (e.g. 23 different Histone 3 loci), we only retained one copy of genes with exactly the same nucleotide sequence (49 sequences, 195 transcripts discarded).

The genome and annotation of *D. mauritiana* was downloaded from http://www.popoolation.at/mauritiana_genome/index.html [54], combining the five gene set files. The transcript set was obtained from a GFF file and the *D. mauritiana* genome. IDs were converted with the FlyBase conversion tool.

The genome and annotation of *D. simulans* was downloaded from http://genomics.princeton.edu/AndolfattoLab/w501_genome.html [53], combining “clean” and “unclean” data sets. The transcript set was obtained from a GFF file and the *D. simulans* genome.

Common genes were identified by gene ID (FBgn nomenclature) correspondence in all species. Genes absent from these species-specific annotations were identified by comparing the annotated genes to the genes present in the *D. melanogaster* gene set (Additional file 1: Table S1). The absence of these genes was confirmed by tblastn [66] search.

### Direct re-annotation of genomes

The *D. mauritiana* and *D. simulans* genomes were obtained as described above and annotated with the *D. melanogaster* CDS set using Exonerate v2.2 [58] with the command –-model est2genome --softmasktarget yes --bestn 1 --minintron 20 --maxintron 20000. The resulting GFF files were converted into transcript sets for each species from the corresponding genome files.

For some genes these three species have a different number of paralogs. For differential expression analysis it is essential to only consider orthologs of each gene, i.e. the number of reads that map to one transcript in one species cannot be reliably compared to the number of counts in two or more transcripts in another species. To count the total number of recovered transcripts in each annotation round, we kept only one copy of transcript sequences that gave more than one best hit in the target set. We selected the copy to keep based on conserved synteny (the putative paralog that is in the same chromosome and relative strand in the target genome and that has the same neighbouring genes as in *D. melanogaster*) and conserved gene structure (the putative paralog that has the same number of exons as *D. melanogaster*). Genes for which none of the multiple copies found satisfied these conditions were discarded. In the *D. mauritiana* direct re-annotation only one gene gave more than one predicted copy (FBgn0264343); since none of the copies was in the same chromosome as *D. melanogaster* (2 L) they were discarded. In the *D. simulans* direct re-annotation five genes gave more than one copy (FBgn0002933, FBgn0010294, FBgn0036177, FBgn0053874 and FBgn0062565); for the first three genes, the copy that was in the same relative strand as *D. melanogaster* was kept, FBgn0053874 was discarded because none of the copies was in the same chromosome as *D. melanogaster* (2 L) and for FBgn0062565 only the copy predicted in the same chromosome as *D. melanogaster* (X) and with the same number of exons (3) was kept and the other was discarded.

BLAST 2.2.26+ [66] was used to back-blast the resulting gene sets to the *D. melanogaster* gene set (blastn -max_target_seqs 1). Only the genes that had as best hit the *D. melanogaster* gene that had been used to annotate them (reciprocal best hit) were kept and reported in Table 1.

### Generation of comparable transcriptomes – reciprocal re-annotation pipeline

To generate reference transcriptomes for the three species with a minimum length difference between orthologous sequences and including the maximum number of transcripts present in all species for analysis of inter-specific differential expression, we annotated the transcript sets of the different species via multiple rounds of pairwise alignment with Exonerate v2.2 [58] following the scheme shown in Fig. 3b. Since FlyBase [50] maintains an up to date curation and annotation the of *D. melanogaster* genome, we used this gene set as the first reference.

We used the *D. melanogaster* CDS set (r5.55) to annotate the *D. simulans* reference genome (Fig. 3b, step 1) with exonerate –-model est2genome --softmasktarget yes --bestn 1 --minintron 20 --maxintron 20000. The resulting gene set was used to annotate the *D. mauritiana* reference genome using –-model est2genome (Fig. 3b, step 2). At this point, the transcript set contains the maximized number of comparable genes and minimized transcript length difference between the three species’ references. Consequently, step 3 consisted of reciprocally annotating the *D. simulans* transcript set with the *D. mauritiana* transcript set (Fig. 3b, step 3) and finally using the resulting *D. simulans* transcript set to annotate *D. melanogaster* transcript set (Fig. 3b, step 4). The criteria used to deal with multiple paralogs was the same as described above when the annotation reference was a genome (steps 1 and 2). Step 1 was the same as previously described and only one copy of FBgn0002933, FBgn0010294, FBgn0036177 and FBgn0062565 were kept. In step 2, only one gene (FBgn0263247) gave two hits in *D. mauritiana*; these two were clear tandem duplicates and the one predicted at 3 L:11061688-11061810 was kept. In steps 3 and 4 only the genes where the gene ID of the target and the query matched were kept.

A back-blast to the original *D. melanogaster* gene set was also performed with the resulting gene sets of the three species. Only the reciprocal best hits were kept and reported in Table 1.

A list of gene names (FBgn nomenclature) and the respective transcript lengths for all annotations used in this study (published annotations, direct re-annotation and the reciprocal re-annotation) of all three species are available as part of the processed files uploaded to the Gene Expression Omnibus (GEO) database (Accession number: GSE76252). Additionally, gff and fasta files of the final datasets and of intermediate steps of the reciprocal re-annotation pipeline are available from GSE76252 as well.

### RNA isolation and sequencing

RNA–seq reads for analysis of differential expression were generated for *D. melanogaster* (OregonR), *D. mauritiana* (TAM16, collected in Mauritius in 2007 [54]) and *D. simulans* (*yellow vermillion forked,* YVF; DSSC, University of California, San Diego, Stock no.14021-0251.146) (Torres-Oliva et al., in preparation). In summary, flies were raised at 25 °C and 12 h:12 h dark/light cycle in density‐controlled conditions (30 freshly hatched LI larvae per vial). Female LIII larvae were dissected and eye-antennal imaginal discs were stored in RNALater (Qiagen, Venlo, Netherlands) at 120 h after egg laying. We dissected 40–50 discs per sample and generated three biological replicates for *D. melanogaster* and for *D. simulans* and 6 biological replicates for *D. mauritiana* (total of 12 samples).

Total RNA was isolated using the Trizol (Invitrogen, Thermo Fisher Scientific, Waltham, Massachusetts, USA) method according to the manufacturer’s recommendations and the samples were DNAse I (Sigma, St. Louis, Missouri, USA) treated in order to remove DNA contamination. RNA quality was determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) microfluidic electrophoresis. Only samples with comparable RNA integrity numbers were selected for sequencing.

Library preparation for RNA-Seq was performed using the TruSeq RNA Sample Preparation Kit (Illumina, catalog ID RS-122-2002) starting from 500 ng of total RNA. Accurate quantitation of cDNA libraries was performed by using the QuantiFluor™dsDNA System (Promega, Madison, Wisconsin, USA). The size range of final cDNA libraries was determined applying the DNA 1000 chip on the Bioanalyzer 2100 from Agilent (280 bp). cDNA libraries were amplified and sequenced by using cBot and HiSeq 2000 (Illumina): single-end reads were generated for *D. mauritiana* (replicates A, B and C) and for *D. melanogaster* samples (1×50 bp) and paired-end reads were generated for *D. mauritiana* (replicates D, E and F) and for *D. simulans* samples (2×100 bp).

Sequence images were transformed to bcl files using the software BaseCaller (Illumina). The bcl files were demultiplexed to fastq files with CASAVA (version 1.8.2). Quality control was carried out using FastQC (version 0.10.1, Babraham Bioinformatics). Only replicates A, D and E from *D. mauritiana* and replicate C from *D. simulans* had bases with Phred quality score < Q20. Following recently published guidelines [67] we did not trim these bases but instead relied on the aligner software to make the quality call. Due to this procedure the overall mapping success (% mapped reads) for all datasets was slightly reduced. Of *D. melanogaster* (replicate A) for example, about 4.8 % of the reads do not map against the entire genome, suggesting that they might be filtered out due to low quality during the mapping procedure (Additional file 9: Table S3).

Raw fastq files of all samples have been deposited in NCBI’s Gene Expression Omnibus [68] and are accessible through GEO Series accession number GSE76252 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE76252).

### Analysis of differential expression

Since we generated two different types of RNA-seq reads (namely 100 bp paired-end and 50 bp single-end), we only compared the datasets that were produced with the same technique, i.e. *D. melanogaster* reads were compared only to *D. mauritiana* 50 bp reads and *D. simulans* reads to *D. mauritiana* 100 bp paired-end reads. Since 50 bp single-end reads are informative enough for differential expression analysis [55–57] and this is the cuttoff we set in our analysis as the maximum gene length difference, prior to mapping, 100 bp paired-end reads from *D. simulans* and *D. mauritiana* were split into two 50 bp reads each. Left and right reads were merged into a single file to be equivalent to single-end reads. 50 bp single-end reads from *D. mauritiana* and *D. melanogaster* were not processed prior to mapping.

Bowtie2 [69] with parameters –very-sensitive-local –N 1 was used in all cases to map the reads to the respective references: *D. melanogaster* reads were mapped to the published gene set (Flybase, r5.55) and to our novel reciprocally re-annotated gene set. *D. mauritiana* and *D. simulans* reads were mapped to the respective published gene sets [53, 54], to the directly re-annotated gene sets and to the reciprocally re-annotated gene sets. The number of reads mapping to each transcript were summarized using samtools v0.1.19 [32].

To calculate the percentage of reads mapped to UTRs we aligned *D. melanogaster* replicate A reads to the longest full transcripts of *D. melanogaster* r5.55 and compared the mapping percentage to that of the mapped reads to the longest CDS set. To calculate the percentage of reads mapped to transcript regions not included in the longest CDS set we aligned *D. melanogaster* replicate A reads to the complete CDS set (including all isoforms) and compared the mapping percentage to that of the longest CDS set. To calculate the percentage of reads generated from unannotated regions we aligned *D. melanogaster* replicate A reads to the complete *D. melanogaster* genome r5.55 and compared the mapping percentage to that of the mapped reads to all annotated transcripts.

Differential expression was determined for each orthologous gene between *D. melanogaster* and *D. mauritiana* (from the originally 50 bp single-end reads) and between *D. simulans* and *D. mauritiana* (from the originally 100 bp paired-end reads). Four different methods were used to call differentially expressed genes for each annotation strategy:

1. DESeq2 [41] (v1.6.3) with direct counts per transcript and default parameters.
2. DESeq2 with a transcript length normalization factor matrix with row-wise geometric means of 1. This matrix was applied with the command normalizationFactors(). The rest of parameters were left as default.
3. Limma [43, 44] (v3.22.7) on reads per kilobase per million (RPKM). RPKM values were calculated for each transcript with the corresponding library size and transcript length. 1 was added to the resulting value to prevent negative values when applying log transformation. Limma was applied to log_2_ transformed RPKM values to call differentially expressed genes using ebayes(trend = T).
4. RPKM-voom-limma [45]. RPKM values were calculated as described above and voom() was used with default parameters to log-transform the data and obtain the associated precision weights matrix. Limma with default parameters was applied to the resulting EList object to perform the differential expression analysis.

For all methods, Benjamini & Hochberg correction was used to adjust *p*-values for multiple testing (default in DESeq2 and Limma). Genes were called significantly differentially expressed when the program reported an adjusted *p*-value lower than 0.05.

R (v3.1.2) [70] was used to generate the correlation plots. The Venn diagrams were generated using jvenn [71]. IGV (v2.3) [72, 73] was used to visualize read coverage of the *Cp110* transcript and Mafft (v7.017) [74] (as integrated in Geneious v6.0.6 (Biomatters, Auckland, New Zealand)) was used to align the annotated *Cp110* transcripts of *D. melanogaster* and *D. mauritiana*.

### Real-time qPCR

RNA from eye-antennal imaginal discs from female LIII larvae was extracted using ZR Tissue & Insect RNA MicroPrep™ (Zymo Research, Irvine, CA, USA). RNA concentration was measured using Qubit (Invitrogen, Thermo Scientific, Waltham, Massachusetts, USA). Samples were diluted to contain exactly the same amount of starting RNA. RNA was converted to cDNA using MAXIMA® First Strand cDNA synthesis for RTqPCR (Thermo Scientific, Waltham, Massachusetts, USA). For the “no RT” control parallel reactions were carried out without enzyme. For the efficiency test, a series of five 1:4 dilutions were made. Real-Time qPCR was performed with HOT FIREpol ® EvaGreen® qPCR Mix Plus (ROX) (Solis BioDyne, Tartu, Estland) in a CFX96™ Real-Time PCR System (Bio-Rad Laboratories, Hercules, CA, USA). Primers were designed to exclude polymorphisms between *D. melanogaster* (FlyBase) and *D. mauritiana* TAM16 and to amplify a sequence that span introns to avoid genomic contamination (except for *Cp110*, *alrm* and *actin 79B*) and did not show isoform variation. Primer sequences are given in Additional file 10: Table S4. A melting curve was performed at the end of each reaction. Only genes that produced a single peak are shown. Expression differences were calculated by *log2*(2^-ΔΔCt^), using *actin 79B* as reference gene. Differences in expression were assessed using t-test/t-Welch-test with FDR = 0.05.

### Ethics statement

The research performed in this study on the fruit flies *Drosophila melanogaster*, *Drosophila mauritiana* and *Drosophila simulans* did not require approval by an ethics committee.

### Availability of data and materials

Raw fastq files of all samples have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE76252 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE76252). A list of gene names (FBgn nomenclature) and the respective transcript lengths for all annotations used in this study (published annotations, direct re-annotation and the reciprocal re-annotation) of all three species are available as part of the processed files uploaded to the Gene Expression Omnibus (GEO) database (Accession number: GSE76252). Additional gff and fasta files of the final datasets and of intermediate steps of the reciprocal re-annotation pipeline are available from GSE76252 as well. All other additional files and figures are part of the “Additional files” of this publication.

## Additional files

Additional file 1: Table S1. Genes missing from the published annotations of *D. simulans* [53] and *D. mauritiana* [54] and from both species. (XLSX 123 kb) Additional file 2: Table S2. Raw values for the length differences of gene models between species. This table is the basis for Fig. 2. (DOCX 15 kb) Additional file 3: Figure S1.
*Correlation plots for DESeq2 using direct counts*. Relation between length differences and the log2-fold change. Comparisons between *D. mauritiana* and *D. melanogaster* are shown on the left side, comparisons between *D. mauritiana* and *D. simulans* are shown on the right side. On the first row, the published annotations are used as mapping references; on the second row, the directly re-annotated references are used as mapping references and on the third row, the reciprocally re-annotated references are used. Dots represent genes with length difference > 49 bp in these annotations. Genes significantly differentially expressed in the presented analysis (*padj* < 0.05) are shown in red. A negative log2-fold change indicates higher expression in *D. mauritiana.* A positive length difference indicates that the ortholog of *D. mauritiana* is longer. The *p*-value and rho of the Spearman’s rank correlation are indicated on the upper right side of the plots. (PDF 3164 kb) Additional file 4: Figure S2.
*Correlation plots for DESeq2 including length correction*. Relation between length differences and the log2-fold change. Comparisons between *D. mauritiana* and *D. melanogaster* are shown on the left side, comparisons between *D. mauritiana* and *D. simulans* are shown on the right side. On the first row, the published annotations are used as mapping references; on the second row, the directly re-annotated references are used as mapping references and on the third row, the reciprocally re-annotated references are used. Dots represent genes with length difference > 49 bp in these annotations. Genes significantly differentially expressed in the presented analysis (*padj* < 0.05) are shown in red. A negative log2-fold change indicates higher expression in *D. mauritiana.* A positive length difference indicates that the ortholog of *D. mauritiana* is longer. The *p*-value and rho of the Spearman’s rank correlation are indicated on the upper right side of the plots. (PDF 3389 kb) Additional file 5: Figure S3.
*Correlation plots for RPKM-limma*. Relation between length differences and the log2-fold change. Comparisons between *D. mauritiana* and *D. melanogaster* are shown on the left side, comparisons between *D. mauritiana* and *D. simulans* are shown on the right side. On the first row, the published annotations are used as mapping references; on the second row, the directly re-annotated references are used as mapping references and on the third row, the reciprocally re-annotated references are used. Dots represent genes with length difference > 49 bp in these annotations. Genes significantly differentially expressed in the presented analysis (*padj* < 0.05) are shown in red. A negative log2-fold change indicates higher expression in *D. mauritiana.* A positive length difference indicates that the ortholog of *D. mauritiana* is longer. The *p*-value and rho of the Spearman’s rank correlation are indicated on the upper right side of the plots. (PDF 3811 kb) Additional file 6: Figure S4.
*Correlation plots for RPKM-voom-limma*. Relation between length differences and the log2-fold change. Comparisons between *D. mauritiana* and *D. melanogaster* are shown on the left side, comparisons between *D. mauritiana* and *D. simulans* are shown on the right side. On the first row, the published annotations are used as mapping references; on the second row, the directly re-annotated references are used as mapping references and on the third row, the reciprocally re-annotated references are used. Dots represent genes with length difference > 49 bp in these annotations. Genes significantly differentially expressed in the presented analysis (*padj* < 0.05) are shown in red. A negative log2-fold change indicates higher expression in *D. mauritiana.* A positive length difference indicates that the ortholog of *D. mauritiana* is longer. The *p*-value and rho of the Spearman’s rank correlation are indicated on the upper right side of the plots. (PDF 3777 kb) Additional file 7: Figure S5.
*Cp110 coverage*. (A) Alignment of the published annotated transcripts of the gene *Cp110* in *D. mauritiana* (upper, shorter black bar), of the reciprocally re-annotated transcript in *D. mauritiana* (middle, long black bar) and of the transcript in *D. melanogaster* (lower, longer black bar; the published and the reciprocally re-annotated sequences are the same). Shades of grey indicate mismatches, the top ruler indicates the length of the alignment in bp, the green bar shows the base similarity. (B) *D. mauritiana* RNA-seq reads mapped to the body of the published *D. mauritiana Cp110* transcript. (C) *D. mauritiana* RNA-seq reads mapped to the body of the reciprocally re-annotated *D. mauritiana* Cp110 transcript. (D) *D. melanogaster* RNA-seq reads mapped to the body of the *D. melanogaster Cp110* transcript. Very few reads map to the 5′ region, more reads map from the central portion of the gene, and many more to the 3′ end. (PDF 409 kb) Additional file 8: Figure S6.
*Length difference of D. melanogaster gene models after reciprocal re-annotation*. The annotation of the *D. melanogaster* genome is considered to be the most complete and comprehensive one. After the reciprocal re-annotation of the *D. melanogaster, D. simulans* and *D. mauritiana* genomes the *D. melanogaster* gene models could be artificially truncated. This plot depicts the number of gene models that have X% of the original length after the reciprocal re-annotation. (PDF 271 kb) Additional file 9: Table S3. Mapping percentage of *D. melanogaster* replicate A to different references. (DOCX 12 kb) Additional file 10: Table S4. Sequences of the primers used for the qPCR experiment.

## Abbreviations

BLAST: Basic Local Alignment Search Tool
Bp: base pairs
CDS: coding sequence
FDR: false discovery rate
qPCR: quantitative PCR
RPKM: reads per kilobase per million mapped reads
UTR: untranslated region

# Supplementary material for: A robust (re-)annotation approach to generate unbiased mapping references for RNA-seq-based analyses of differential expression across closely related species
**Source:** BMC Genomics. 2016 May 24;17:392. doi: 10.1186/s12864-016-2646-x
**Supplement:** Additional file 2: Table S2. — Raw values for the length differences of gene models between species. This table is the basis for Fig. 2.

| **Length difference** | ***D. melanogaster / D. mauritiana*** | ***D.melanogaster / D. simulans*** | ***D. mauritiana / D. simulans*** |
| --- | --- | --- | --- |
| **Published annotation** | |  |  |
| **0 bp** | 6,118 | 6,228 | 6,976 |
| **1 – 9 bp** | 2,043 | 1,773 | 1,527 |
| **10 – 49 bp** | 1,127 | 1,081 | 734 |
| **50 – 99 bp** | 239 | 495 | 378 |
| **100 – 499 bp** | 341 | 376 | 265 |
| **500 – 999 bp** | 71 | 27 | 62 |
| **1.000 - 9.999 bp** | 55 | 12 | 50 |
| **> 10.000 bp** | 0 | 2 | 2 |
| **Total** | **9,994** | **9,994** | **9,994** |
| **≤ 49 bp** | 9,288 | 9,082 | 9,237 |
|  |  |  |  |
| **Direct re-annotation** | |  |  |
| **0 bp** | 7,822 | 7,761 | 9,847 |
| **1 – 9 bp** | 3,414 | 3,456 | 2,046 |
| **10 – 49 bp** | 1,386 | 1,371 | 777 |
| **50 – 99 bp** | 143 | 142 | 123 |
| **100 – 499 bp** | 262 | 280 | 294 |
| **500 – 999 bp** | 147 | 151 | 125 |
| **1.000 - 9.999 bp** | 148 | 160 | 115 |
| **> 10.000** | 6 | 7 | 1 |
| **Total** | **13,328** | **13,328** | **13,328** |
| **≤ 49 bp** | 12,622 | 12,588 | 12,670 |
|  |  |  |  |
| **Reciprocal re-annotation** | |  |  |
| **0 bp** | 8,811 | 8,792 | 10,573 |
| **1 – 9 bp** | 3,238 | 3,368 | 2,190 |
| **10 – 49 bp** | 1,191 | 1,110 | 522 |
| **50 – 99 bp** | 28 | 17 | 12 |
| **100 – 499 bp** | 32 | 17 | 10 |
| **500 – 999 bp** | 6 | 3 | 3 |
| **1.000 - 9.999 bp** | 5 | 4 | 1 |
| **> 10.000** | 0 | 0 | 0 |
| **Total** | **13,311** | **13,311** | **13,311** |
| **≤ 49 bp** | 13,240 | 13,270 | 13,285 |

# Supplementary material for: A robust (re-)annotation approach to generate unbiased mapping references for RNA-seq-based analyses of differential expression across closely related species
**Source:** BMC Genomics. 2016 May 24;17:392. doi: 10.1186/s12864-016-2646-x

Published Annotation

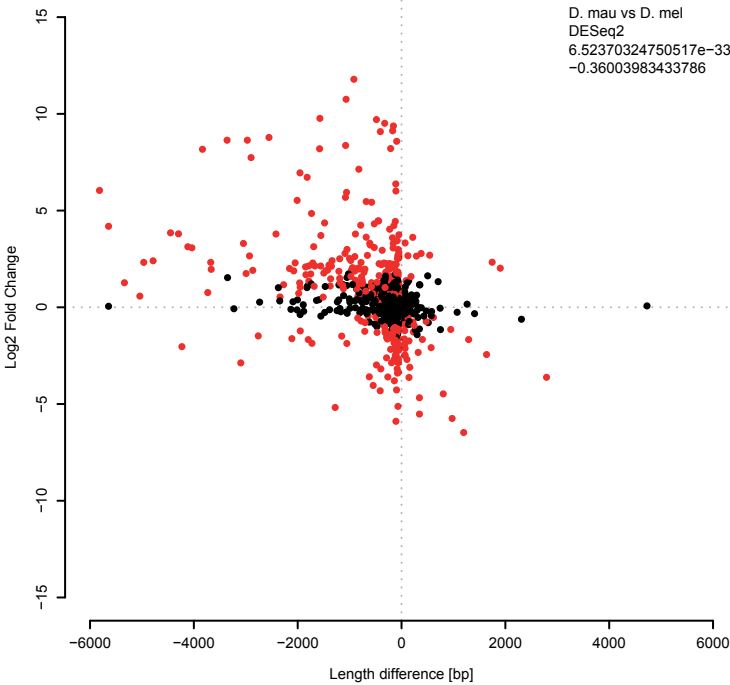

Published Annotation

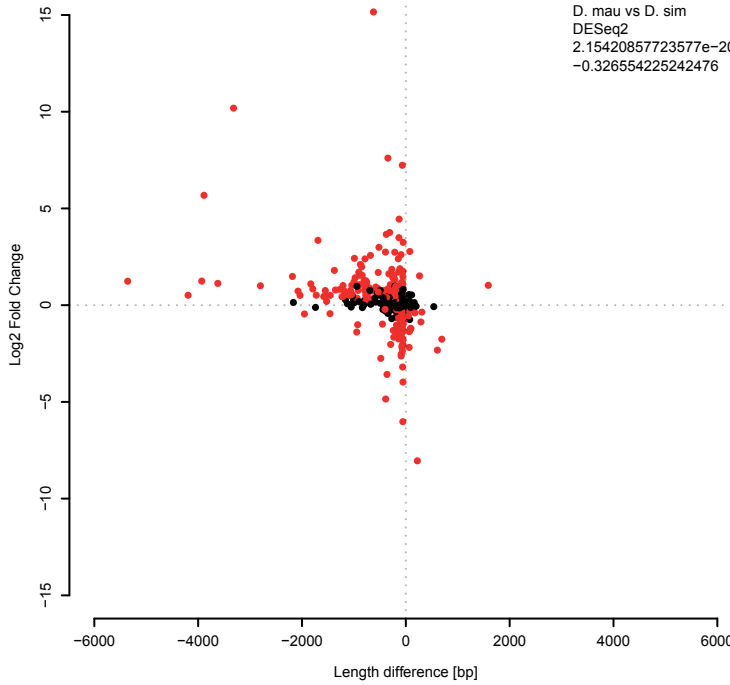

Direct Annotation

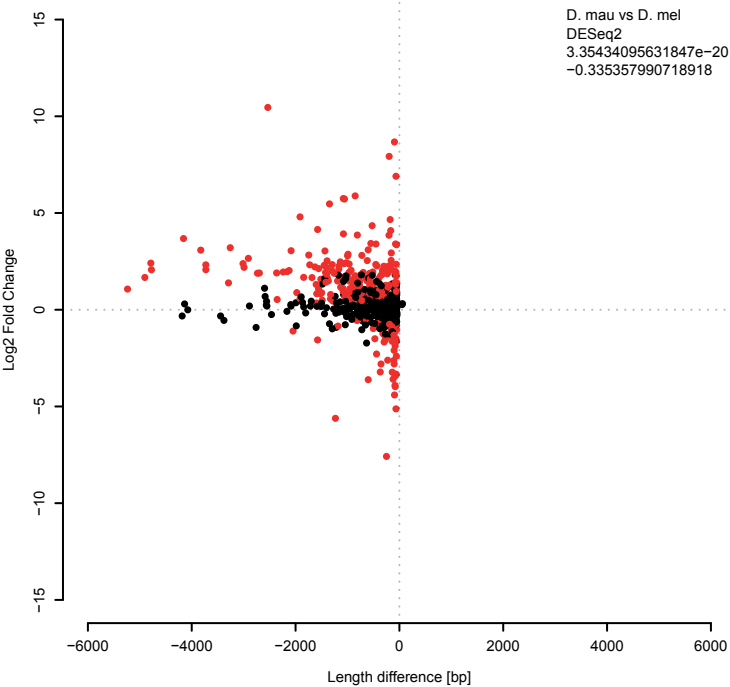

Direct Annotation

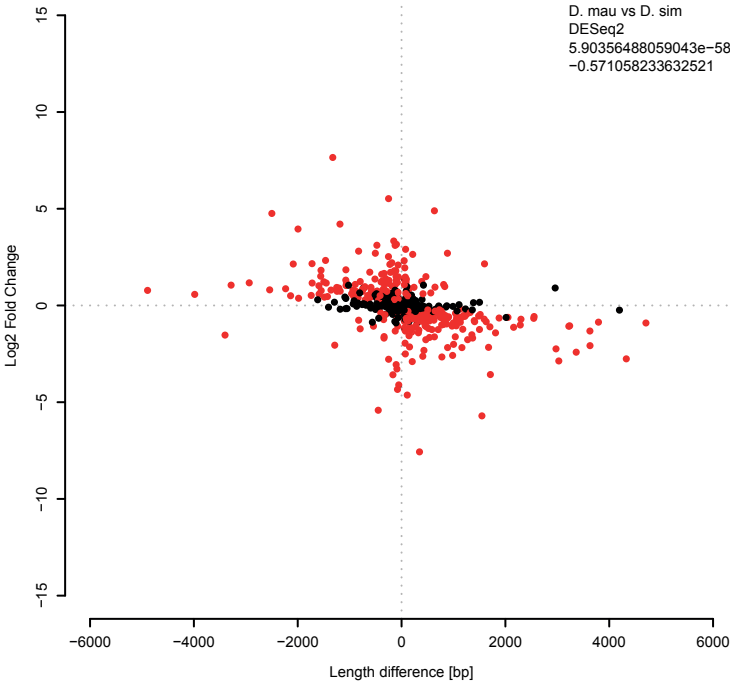

Reciprocal Annotation

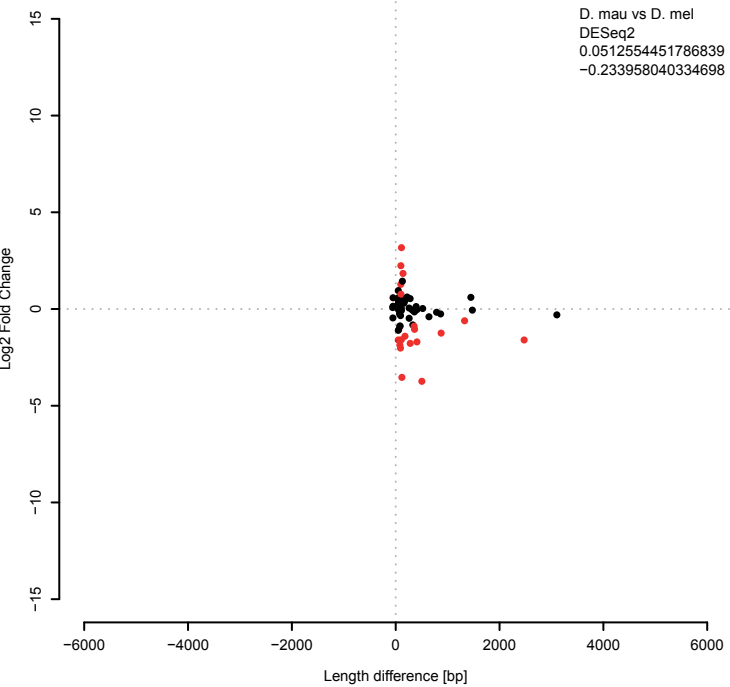

Reciprocal Annotation

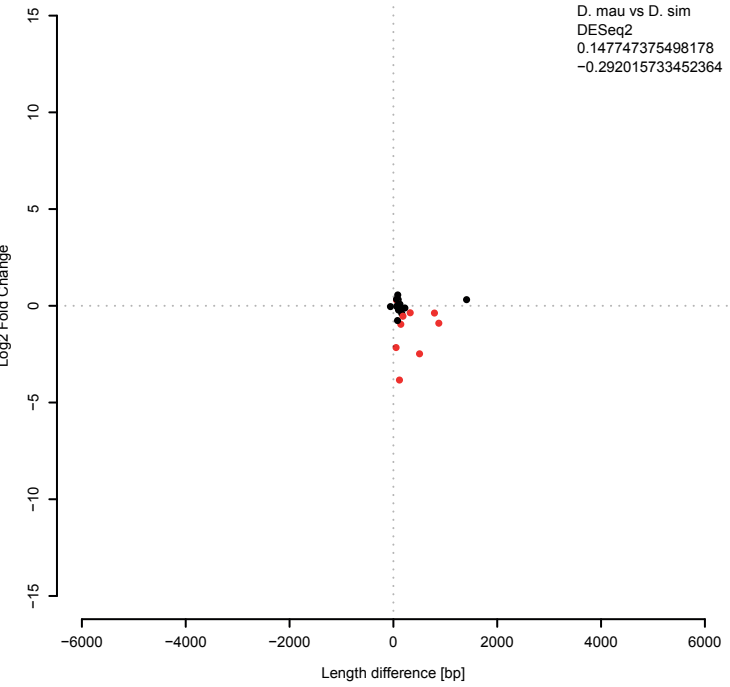

**Supplement:** Additional file 3: Figure S1. — Correlation plots for DESeq2 using direct counts. Relation between length differences and the log2-fold change. Comparisons between D. mauritiana and D. melanogaster are shown on the left side, comparisons between D. mauritiana and D. simulans are shown on the right side. On the first row, the published annotations are used as mapping references; on the second row, the directly re-annotated references are used as mapping references and on the third row, the reciprocally re-annotated references are used. Dots represent genes with length difference > 49 bp in these annotations. Genes significantly differentially expressed in the presented analysis (padj < 0.05) are shown in red. A negative log2-fold change indicates higher expression in D. mauritiana. A positive length difference indicates that the ortholog of D. mauritiana is longer. The p-value and rho of the Spearman’s rank correlation are indicated on the upper right side of the plots.

# Supplementary material for: A robust (re-)annotation approach to generate unbiased mapping references for RNA-seq-based analyses of differential expression across closely related species
**Source:** BMC Genomics. 2016 May 24;17:392. doi: 10.1186/s12864-016-2646-x

Published Annotation

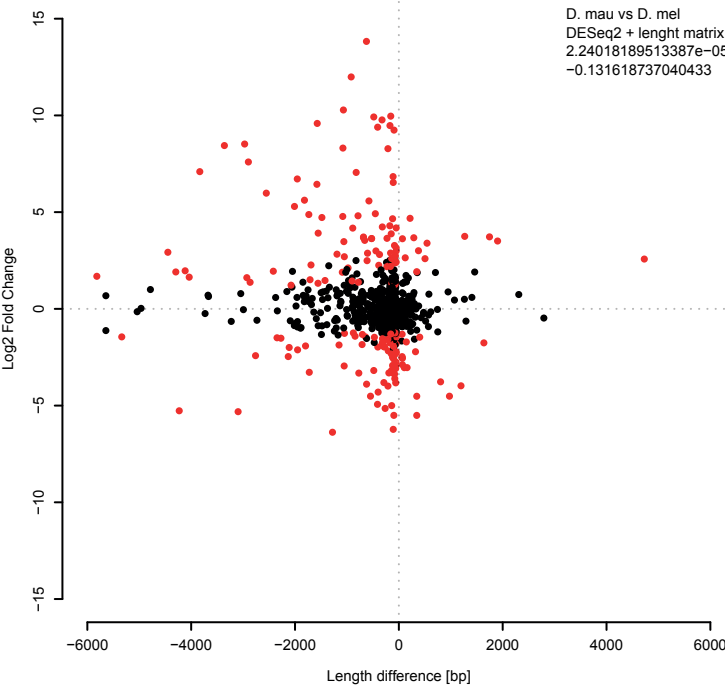

Published Annotation

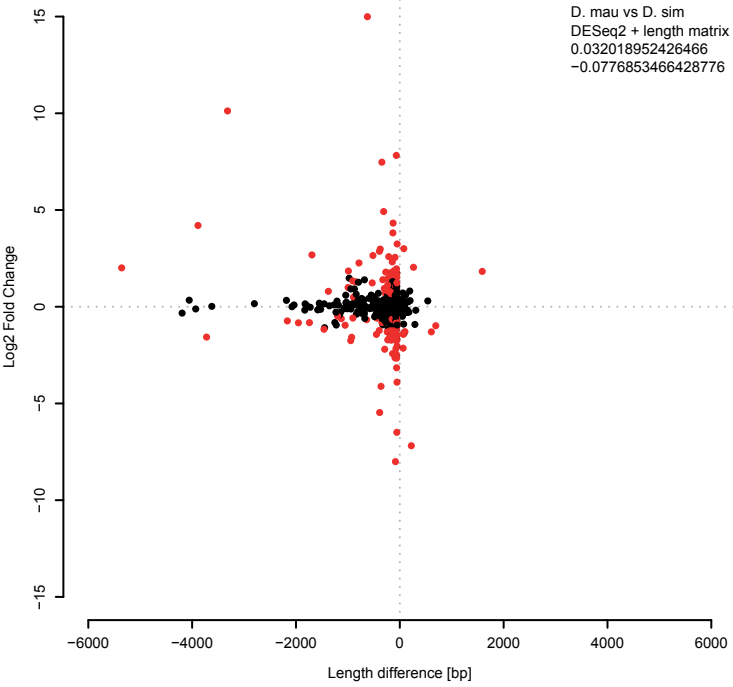

Direct Annotation

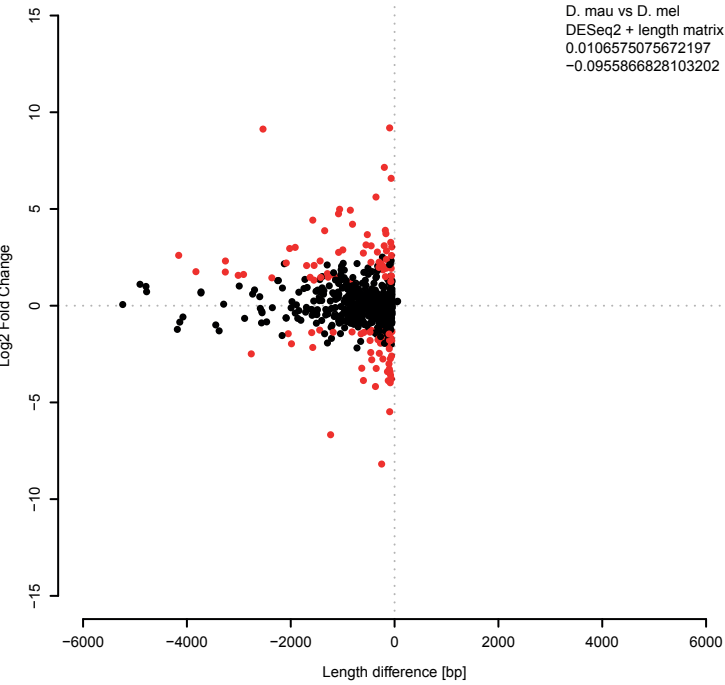

Direct Annotation

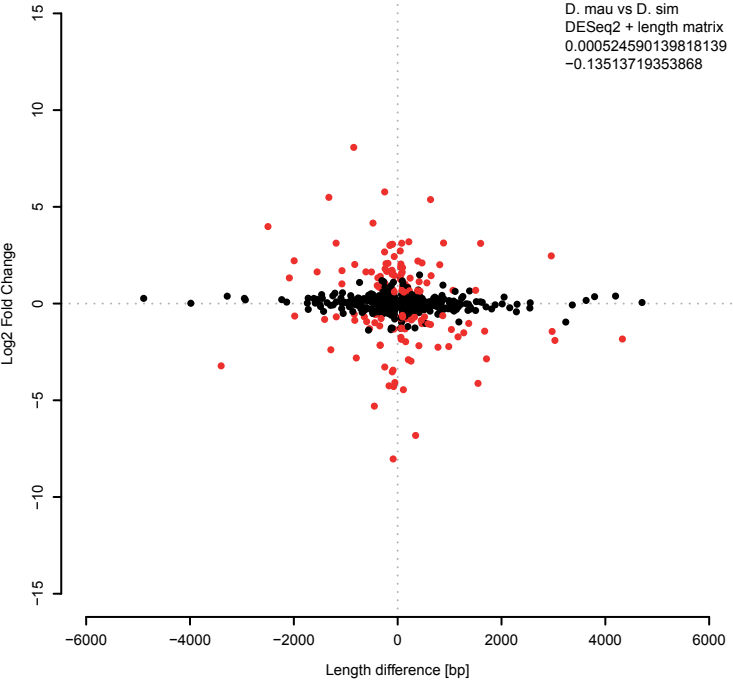

Reciprocal Annotation

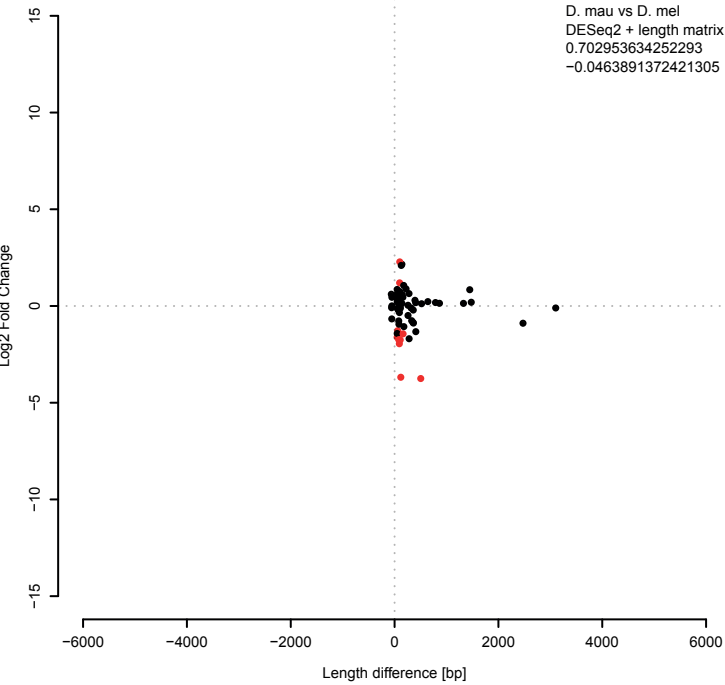

Reciprocal Annotation

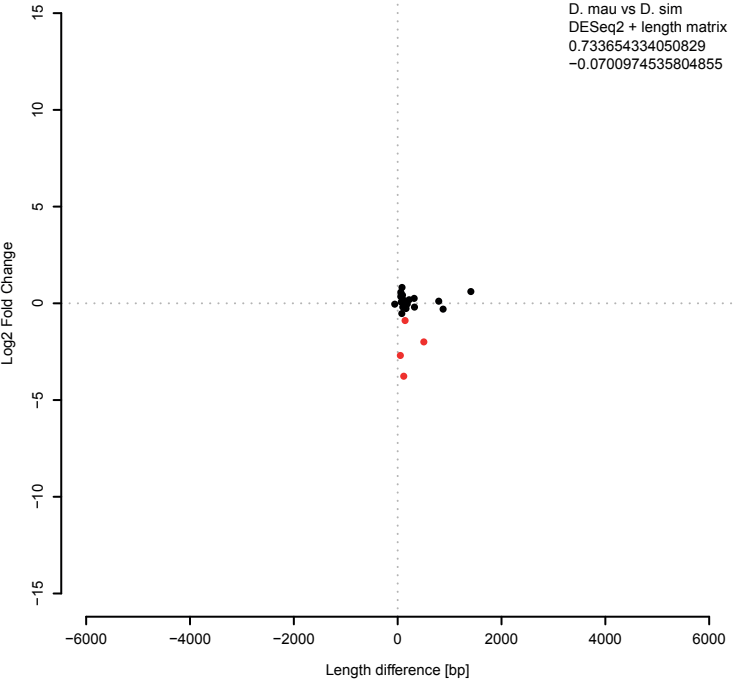

**Supplement:** Additional file 4: Figure S2. — Correlation plots for DESeq2 including length correction. Relation between length differences and the log2-fold change. Comparisons between D. mauritiana and D. melanogaster are shown on the left side, comparisons between D. mauritiana and D. simulans are shown on the right side. On the first row, the published annotations are used as mapping references; on the second row, the directly re-annotated references are used as mapping references and on the third row, the reciprocally re-annotated references are used. Dots represent genes with length difference > 49 bp in these annotations. Genes significantly differentially expressed in the presented analysis (padj < 0.05) are shown in red. A negative log2-fold change indicates higher expression in D. mauritiana. A positive length difference indicates that the ortholog of D. mauritiana is longer. The p-value and rho of the Spearman’s rank correlation are indicated on the upper right side of the plots.

# Supplementary material for: A robust (re-)annotation approach to generate unbiased mapping references for RNA-seq-based analyses of differential expression across closely related species
**Source:** BMC Genomics. 2016 May 24;17:392. doi: 10.1186/s12864-016-2646-x

Published Annotation

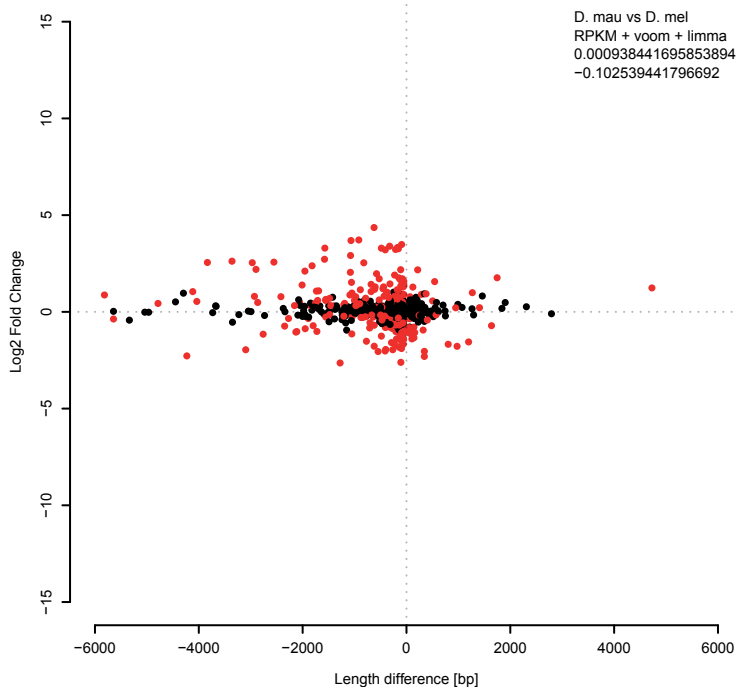

Published Annotation

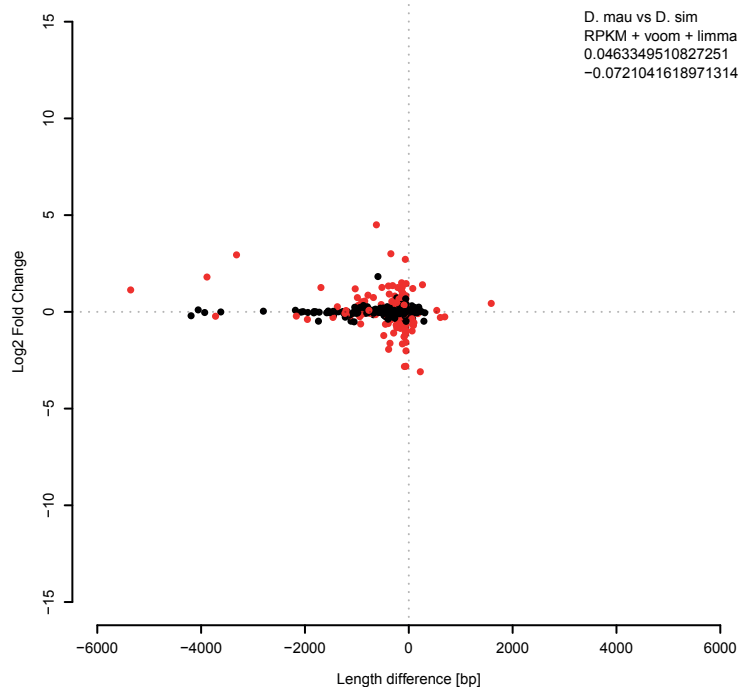

Direct Annotation

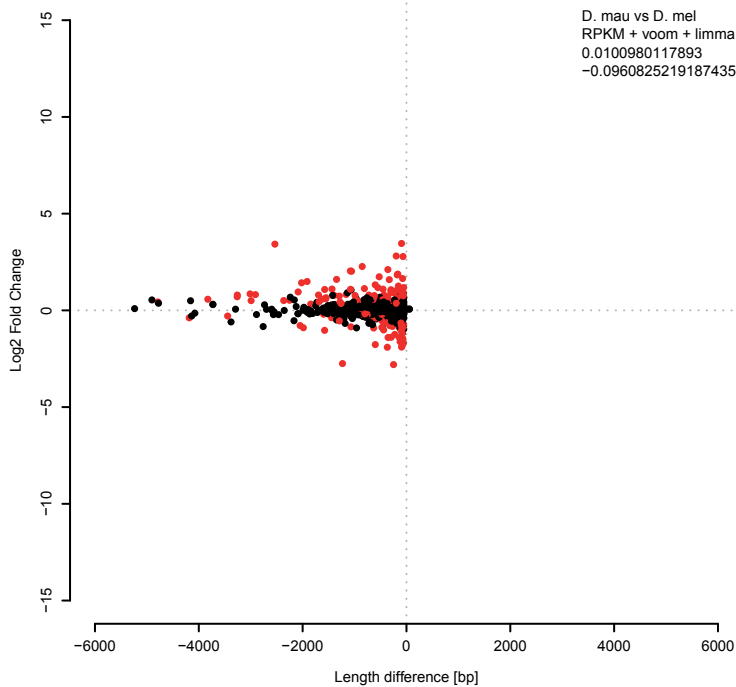

Direct Annotation

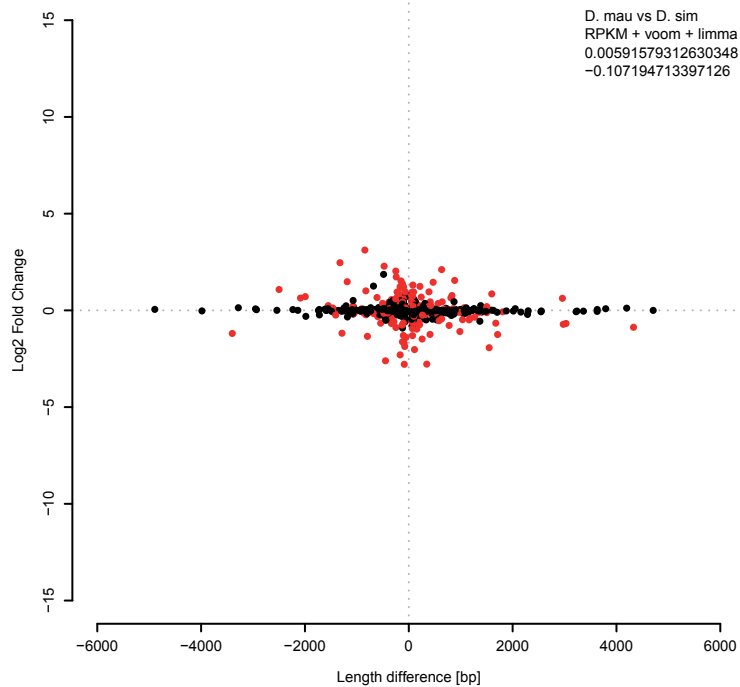

Reciprocal Annotation

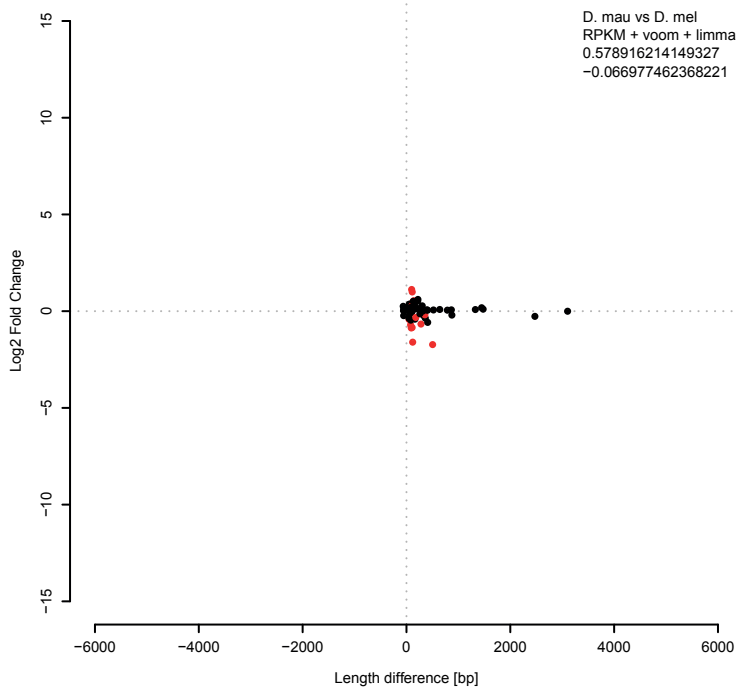

Reciprocal Annotation

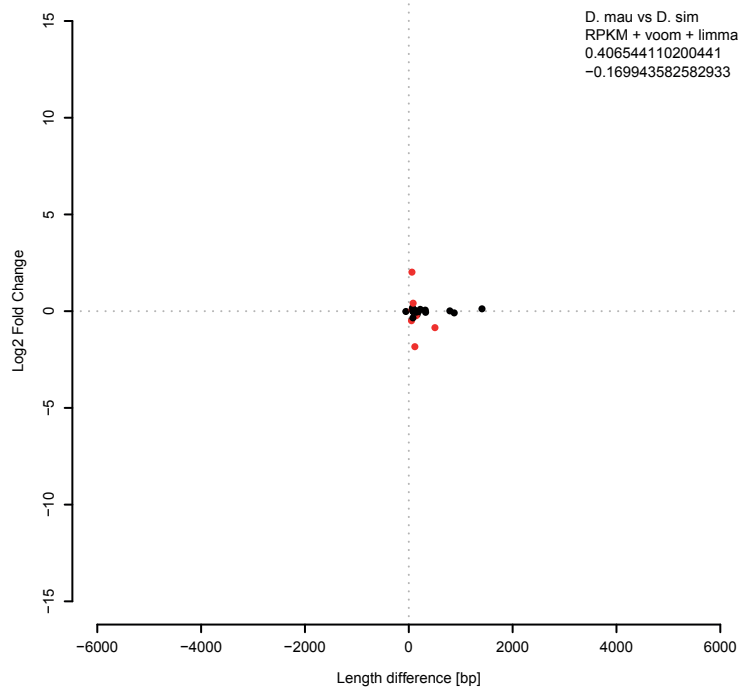

**Supplement:** Additional file 6: Figure S4. — Correlation plots for RPKM-voom-limma. Relation between length differences and the log2-fold change. Comparisons between D. mauritiana and D. melanogaster are shown on the left side, comparisons between D. mauritiana and D. simulans are shown on the right side. On the first row, the published annotations are used as mapping references; on the second row, the directly re-annotated references are used as mapping references and on the third row, the reciprocally re-annotated references are used. Dots represent genes with length difference > 49 bp in these annotations. Genes significantly differentially expressed in the presented analysis (padj < 0.05) are shown in red. A negative log2-fold change indicates higher expression in D. mauritiana. A positive length difference indicates that the ortholog of D. mauritiana is longer. The p-value and rho of the Spearman’s rank correlation are indicated on the upper right side of the plots.

# Supplementary material for: A robust (re-)annotation approach to generate unbiased mapping references for RNA-seq-based analyses of differential expression across closely related species
**Source:** BMC Genomics. 2016 May 24;17:392. doi: 10.1186/s12864-016-2646-x

**A**

Identity

*D. mau.* publ. Cp110*D. mau.* rec. re-ann. Cp110*D. mel.* Cp110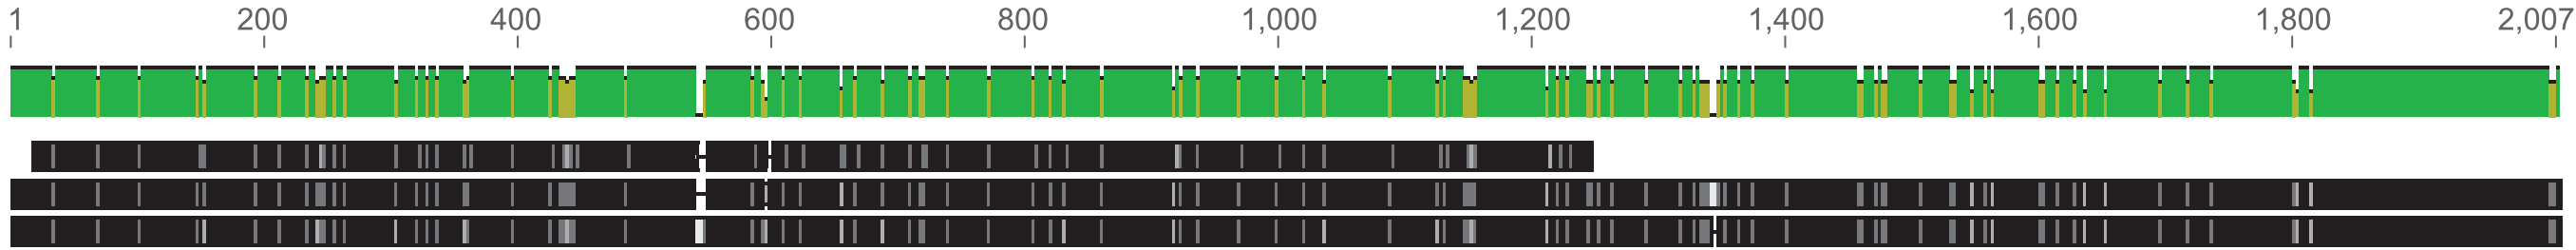**B***D. mauritiana*

published

RNA-seq

mapped reads

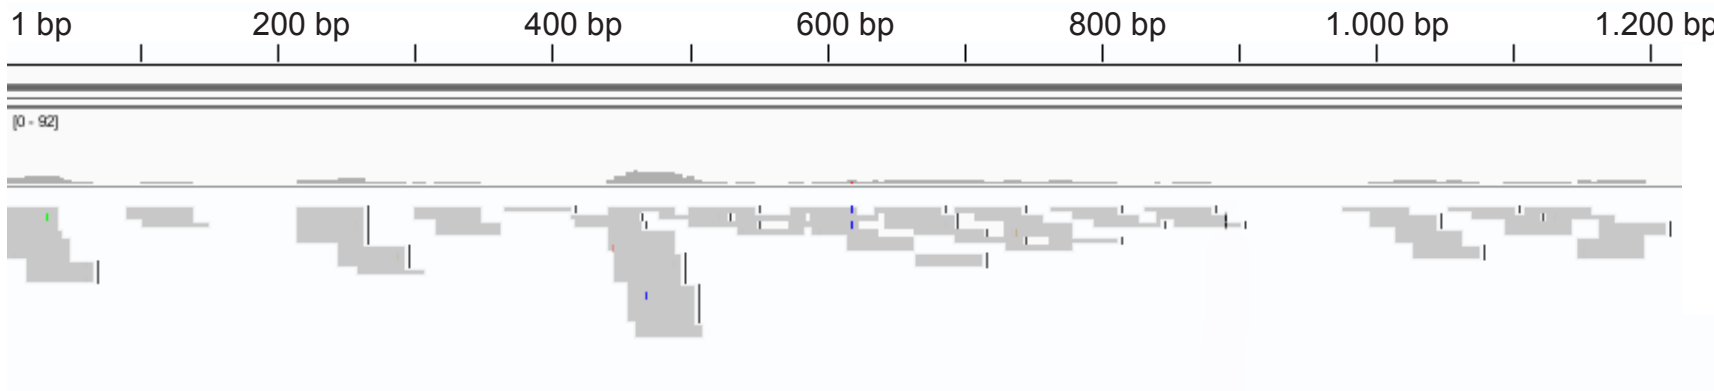**C***D. mauritiana*

reciprocal re-ann.

RNA-seq

mapped reads

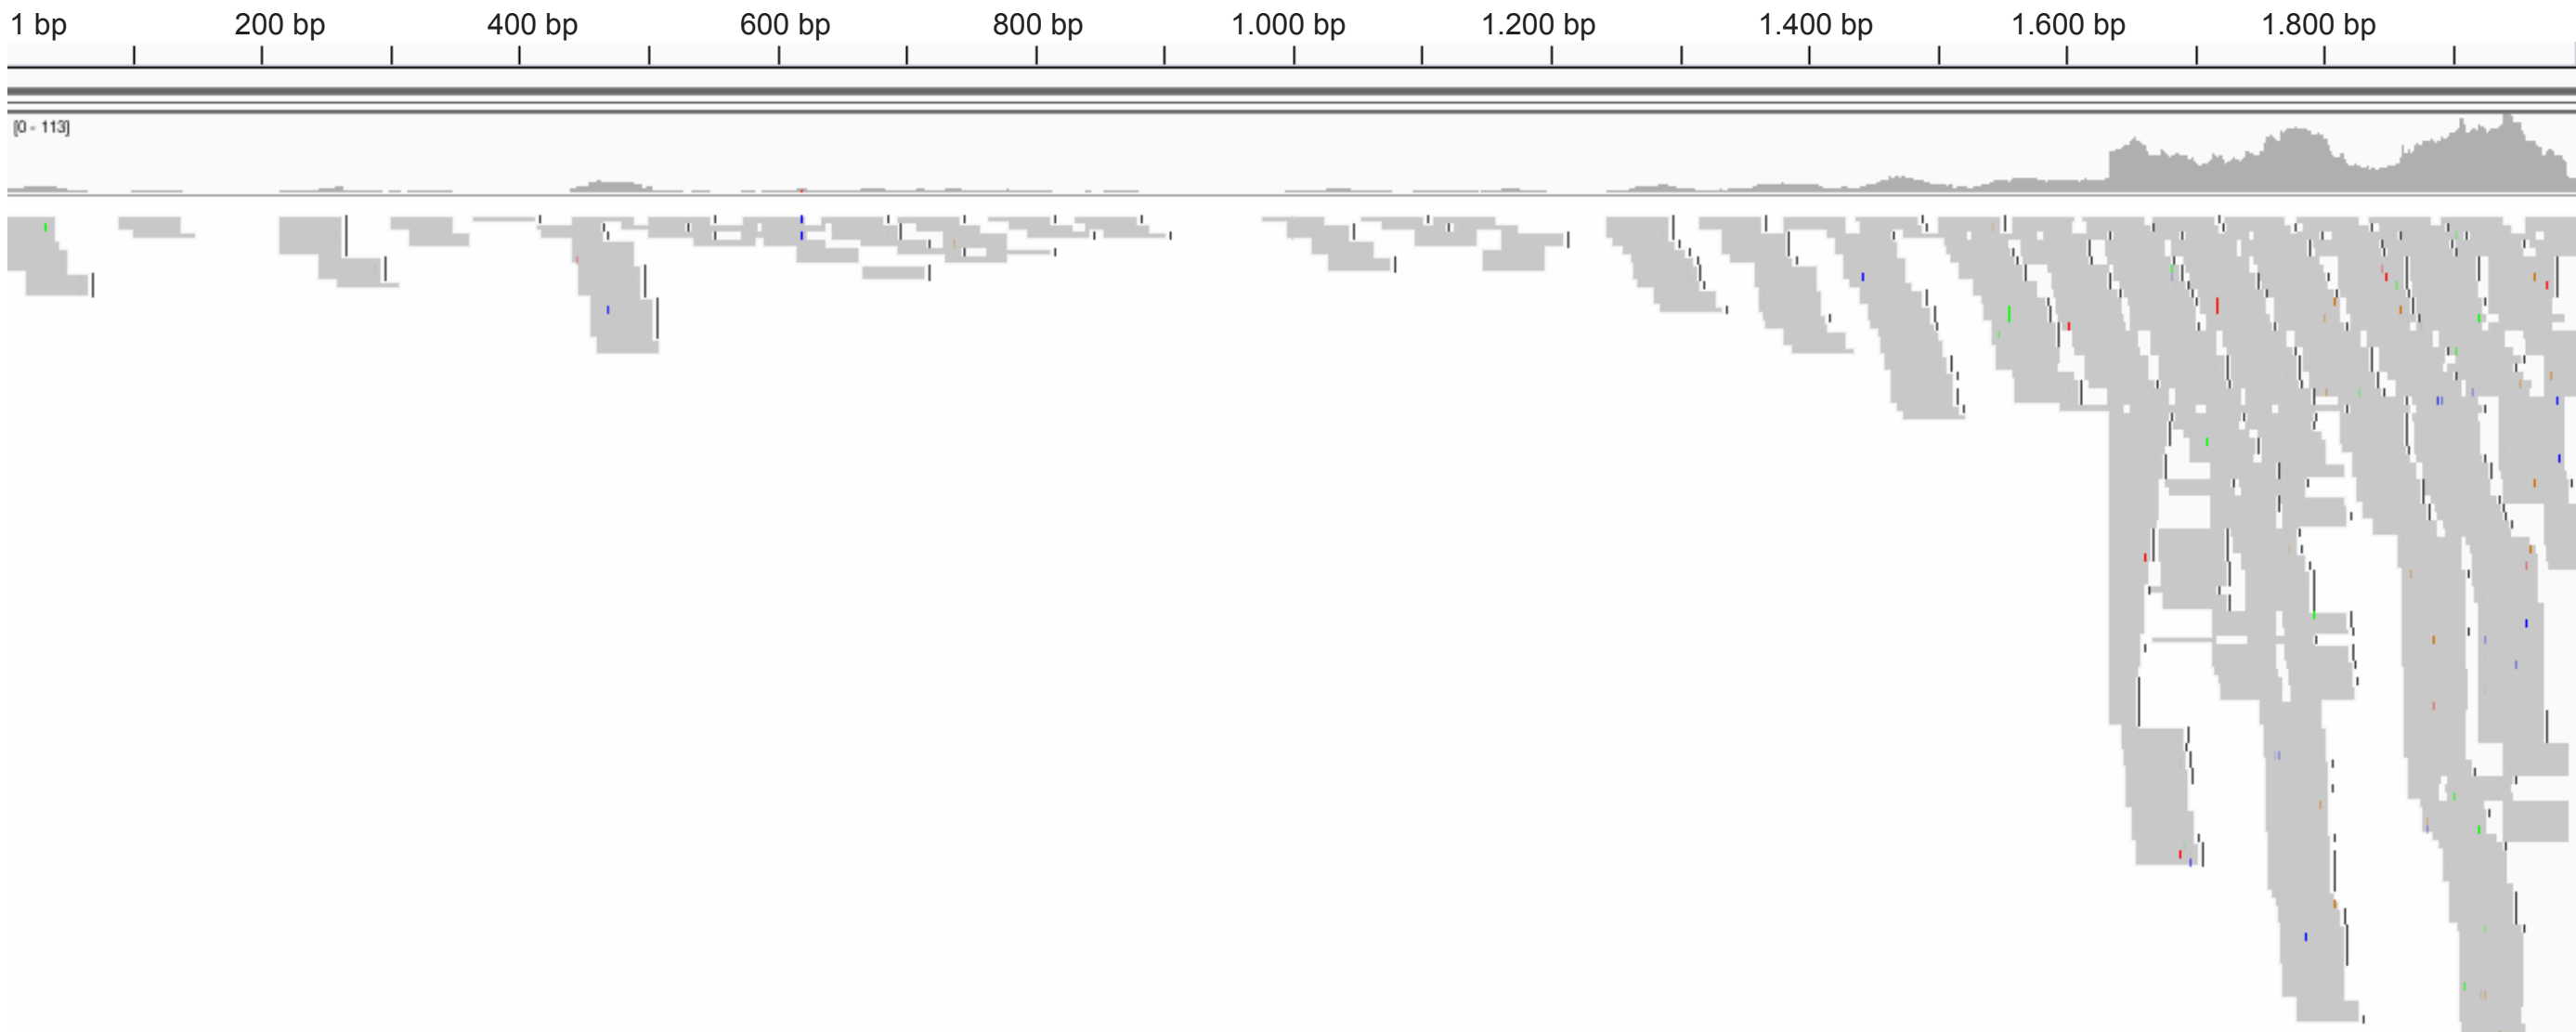**D***D. melanogaster*

RNA-seq

mapped reads

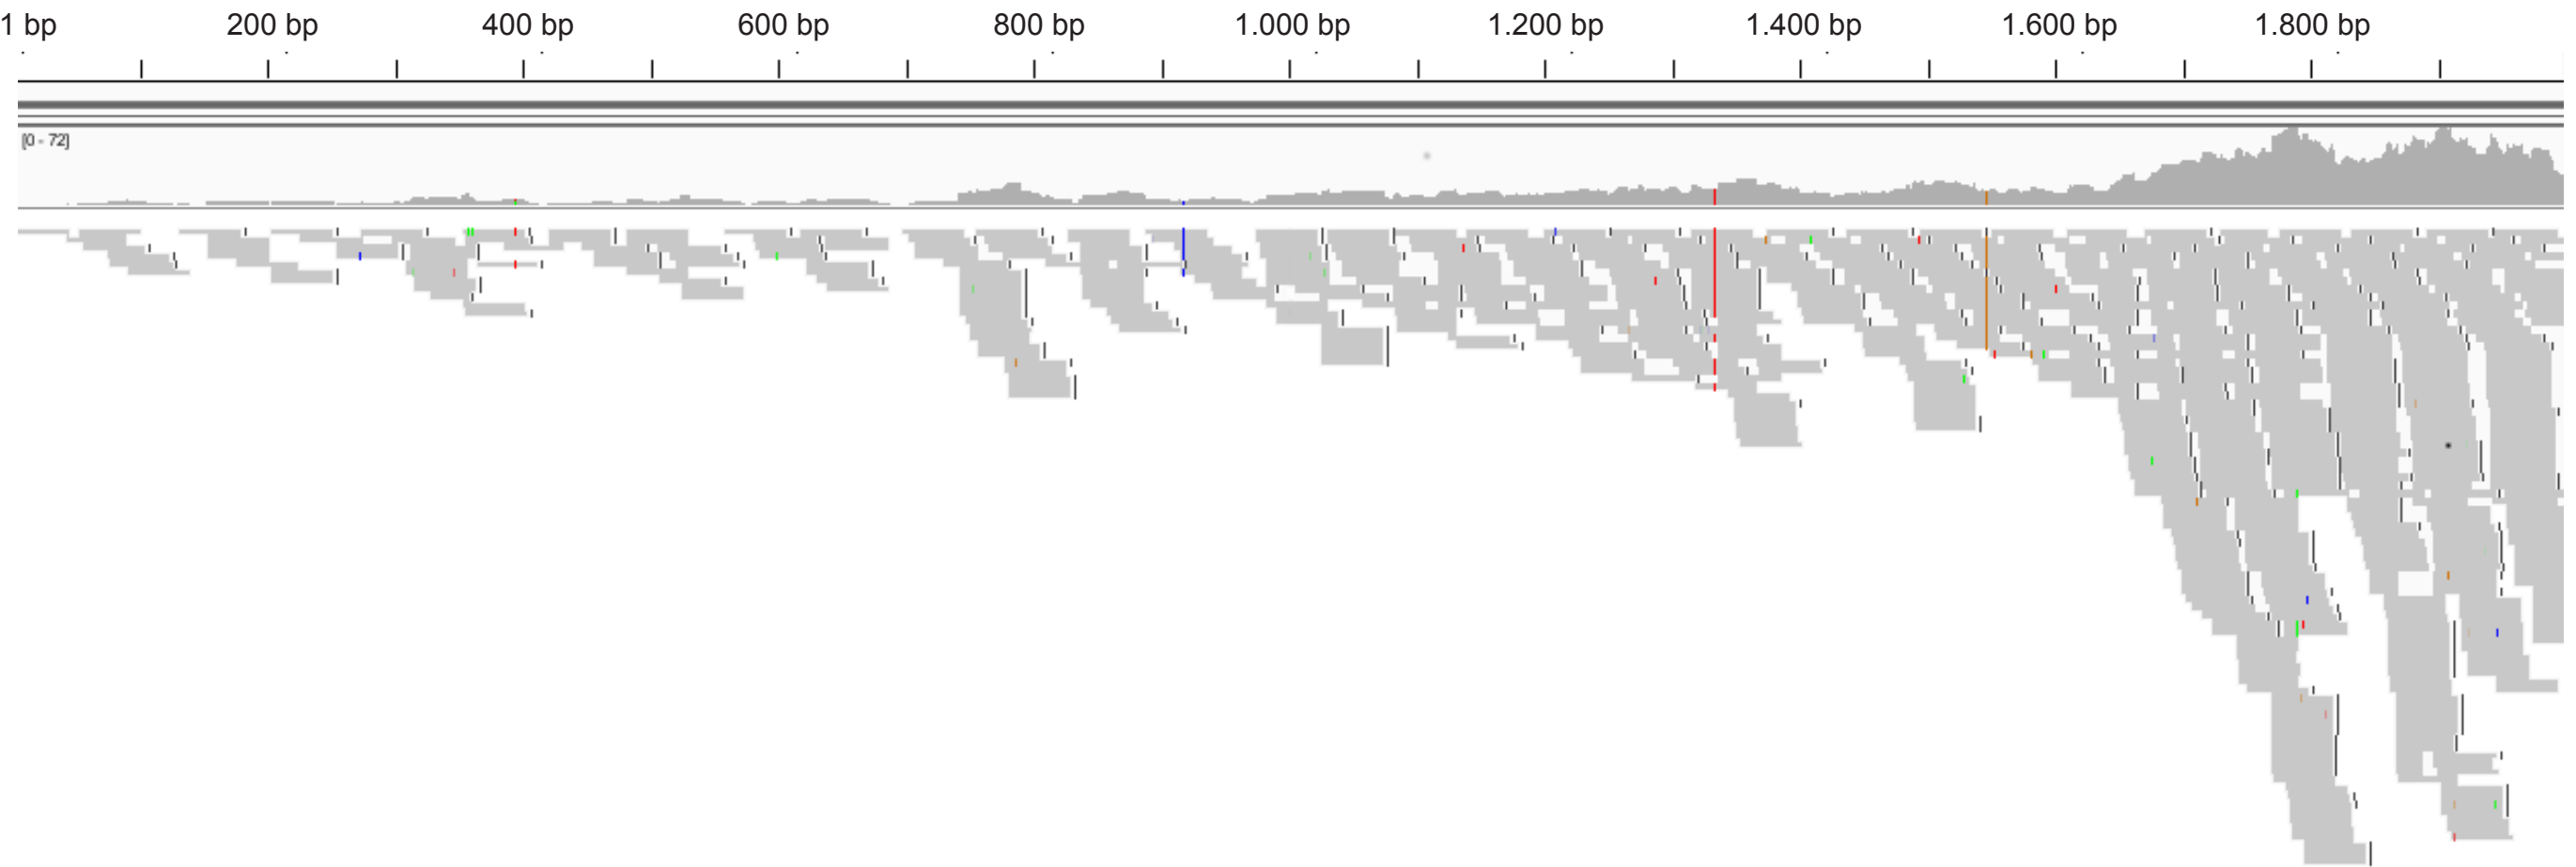

**Supplement:** Additional file 7: Figure S5. — Cp110 coverage. (A) Alignment of the published annotated transcripts of the gene Cp110 in D. mauritiana (upper, shorter black bar), of the reciprocally re-annotated transcript in D. mauritiana (middle, long black bar) and of the transcript in D. melanogaster (lower, longer black bar; the published and the reciprocally re-annotated sequences are the same). Shades of grey indicate mismatches, the top ruler indicates the length of the alignment in bp, the green bar shows the base similarity. (B) D. mauritiana RNA-seq reads mapped to the body of the published D. mauritiana Cp110 transcript. (C) D. mauritiana RNA-seq reads mapped to the body of the reciprocally re-annotated D. mauritiana Cp110 transcript. (D) D. melanogaster RNA-seq reads mapped to the body of the D. melanogaster Cp110 transcript. Very few reads map to the 5′ region, more reads map from the central portion of the gene, and many more to the 3′ end.

# Supplementary material for: A robust (re-)annotation approach to generate unbiased mapping references for RNA-seq-based analyses of differential expression across closely related species
**Source:** BMC Genomics. 2016 May 24;17:392. doi: 10.1186/s12864-016-2646-x
**Supplement:** Additional file 9: Table S3. — Mapping percentage of D. melanogaster replicate A to different references.

| **Reference** | **aligned 0 times** | **aligned 1 time** | **aligned >1 times** | **overall alignment** |
| --- | --- | --- | --- | --- |
| **longest coding sequences** | 40.45% | 56.71% | 2.84% | 59.55% |
| **all coding sequences** | 40.03% | 18.84% | 41.13% | 59.97% |
| **longest full transcripts** | 14.24% | 80.14% | 5.61% | 85.76% |
| **all full transcripts** | 12.62% | 25.16% | 62.22% | 87.38% |
| **genome** | 4.79% | 86.97% | 8.24% | 95.21% |

How the deposited data were processed for this re-analysis (not part of the article)

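RNA was extracted by the authors from eye-antennal imaginal discs of female larvae of *D. melanogaster* OreR, *D. mauritiana* TAM16 and *D. simulans* YVF at 120 h after egg laying, with larvae kept at 25 °C, 40 to 50 discs per sample and 500 ng of RNA per library. The 12 libraries fall into 4 groups of 3 replicates. All replicates of *D. melanogaster* (A to C) and the first set of *D. mauritiana* (A to C) were sequenced as 50 bp single-end reads, and all replicates of *D. simulans* (A to C) and the other set of *D. mauritiana* (D to F) as 100 bp paired-end reads. All groups have the same tissue, sex and stage, so the conditions compared are the species and the read type. Libraries of different read type were compared gene by gene only within *D. mauritiana*.

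The authors deposited counts of mapped reads per transcript, without normalization, in 6 tables, 1 for each annotation (published, direct and reciprocal re-annotation) and species comparison. They split the paired-end reads into 50 bp reads, merged left and right reads, mapped all reads with Bowtie2 to the coding sequences of the same species and summed the reads per transcript with samtools. Reads were not trimmed, and the paper names the libraries that had bases of low quality (*D. mauritiana* A, D and E and *D. simulans* C). The tables hold whole numbers for all genes that the authors found comparable between the species of a comparison, together with the length of each gene model in nucleotides. Alignments of the reciprocal re-annotation give the position of gene models on the published *D. mauritiana* genome and on the *D. melanogaster* coding sequences. The counting does not separate reads that fit near-identical transcripts or overlapping genes equally well, and the text of the paper does not say how strand was used. Reads were not mapped again. The qPCR measurements were not analysed here.

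Genes carry FlyBase identifiers. Of the 13331 identifiers in the reciprocal table with *D. melanogaster*, 13065 could be paired with a symbol. Genes are named where the paper names them with a measured value or as missing from an annotation. In addition, for each comparison on the reciprocal re-annotation, the 2 genes with the largest positive and the 2 with the largest negative log2-fold change in edgeR were named among called genes with a mean of at least 100 counts per library, a length difference of at most 49 bp and no overlap between the groups of libraries.

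Differential expression was tested between 3 libraries of *D. mauritiana* and 3 libraries of the other species, within 1 table. The test on the counts was the quasi-likelihood test of edgeR 4.0.16 with TMM normalization on genes kept by filterByExpr with its default settings. The 4 frameworks of the paper were run as its Methods describe them, with R 4.3.3, DESeq2 1.42.0 and limma 3.58.1. DESeq2 was used with its prior on log2-fold changes, independent filtering and Cook's distances, as was the default of the version the paper used. For the length correction in DESeq2, the matrix of transcript lengths, divided by its geometric mean per gene, was set as normalization factors. Size factors were left out, since the Methods do not mention them. RPKM values were computed from the sum of counts of the table and the transcript length of each species. RPKM-limma used log2 values of RPKM + 1 and limma's empirical Bayes step with a trend, and RPKM-voom-limma used voom with default parameters on RPKM + 1. Genes with an adjusted p-value (Benjamini-Hochberg) below 0.05 were called differentially expressed. Log2-fold changes are positive for higher expression in *D. melanogaster* or *D. simulans*.

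Length differences are the length in *D. mauritiana* minus that in the other species. Across genes with a length difference above 49 bp, Spearman's rho of length difference and log2-fold change was tested with 100000 permutations (10000 for the alternatives), two-sided, and adjusted over the 30 combinations of framework, annotation and comparison. The slope of the log2-fold change on the log2 length ratio of the other species over *D. mauritiana* was fitted by least squares across genes with a mean of at least 10 counts, with an interval from 2000 bootstrap draws over genes. Shares of called genes were compared with Fisher's exact test across genes. Genes are not independent replicates in any of these tests.

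The spread of reads along transcripts was measured with gene models of the reciprocal re-annotation that kept less than 90 % of the length of the direct model, had lost more than 30 nt at 1 end and at most 30 nt at the other, and had at least 50 counts on the direct model in each library of the group. The *D. mauritiana* libraries with single-end and paired-end reads were compared on the models that passed within each group and, as an alternative chosen after the data had been seen, on the models that passed in both. Values per library were compared between read types by exact permutation tests. All other splits of the 6 libraries of a comparison into 3 and 3 were also fitted, of which there are 10 with the real one.

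Per library, the tables hold between 14090930 and 162437570 counts. A fold change against a group whose libraries all have at most 3 counts is given as a lower bound against 3 counts. Intervals of shares and these bounds cover counting error only, since reads without molecular identifiers are not independent molecules. With 3 libraries per group, an exact permutation test cannot give a p-value below 0.1 for a single gene, so single genes rest on the models that share information across genes.

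The alternatives covered the normalization of edgeR and DESeq2, filters on low counts or low RPKM, the prior of DESeq2, independent filtering, the product of length matrix and size factors, an offset for transcript length in edgeR, the pseudocount of 0.1, TMM library sizes for RPKM, limma without a trend, voom on RPKM without the added 1, on log2(RPKM + 1) or on counts with the length subtracted afterwards, a threshold of 99 bp, the log2 length ratio of *D. mauritiana* over the other species for rho, a mean of at least 100 counts, the Theil-Sen slope, a block for replicate letters and the removal of each library in turn.

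The frameworks were tested on simulated data with 13331 genes, of which 200 were changed and 300 had a shortened model. The share of changed genes recovered was 100 % for edgeR, DESeq2 and the product of length matrix and size factors, 97.0 % for the length matrix alone, 86.5 % for RPKM-limma and 99.0 % for RPKM-voom-limma. Of the shortened genes, 119 were called by edgeR, 122 by DESeq2 and 0 by the frameworks with a length correction. Genes that were neither changed nor shortened made up 4.49 % of the calls of edgeR (15 genes), 8.78 % of those of DESeq2 (31 genes), 9.09 % of those of the product (20 genes), 0 % of those of the length matrix alone (0 genes), 1.14 % of those of RPKM-limma (2 genes) and 1.00 % of those of RPKM-voom-limma (2 genes), so that DESeq2 and the product exceeded the threshold of 0.05 on the adjusted p-value. The measure of read spread, tested on simulated data of 300 genes, gave exponents of 1.00 and 0.997 for the 3′ and the 5′ end with evenly spread reads and of 2.00 and 0.316 with more reads near the 3′ end. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.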

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

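Of the tests given here, the comparison of both read types on the same set of gene models was chosen only after the result had been seen.

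The libraries sequenced as 50 bp single-end reads and those sequenced as 100 bp paired-end reads differed in how many reads a gene model lost with a missing end, which is a difference between groups under the same contrast. The exponent that relates the reads kept to the length kept was higher for models without part of the 3′ end than for models without part of the 5′ end by 1.42 ± 0.512 (SD, n = 6) in the single-end libraries and by 0.254 ± 0.0871 (SD, n = 6) in the paired-end libraries, so that both groups differed by 1.17 (exact permutation test over 924 splits, two-sided, p = 0.00216). Among the *D. mauritiana* libraries alone, which come from 1 strain, the difference between both ends was 1.81, 1.76 and 0.871 in replicates A, B and C and 0.212, 0.161 and 0.340 in replicates D, E and F (difference of the means 1.24, exact permutation p = 0.1, the smallest that 3 against 3 libraries allow). These values rest on 57 and 44 genes without the 3′ and the 5′ end in the single-end and on 66 and 54 genes in the paired-end libraries, since the minimum of 50 counts was applied within each group. On the 57 and 44 genes that passed it with both read types, the difference of the means was 1.22 (exact permutation p = 0.1). In the single-end libraries, the exponent lay between 1.49 and 2.39 for the 3′ end and between 0.337 and 0.619 for the 5′ end. Exponents above 1 for the 3′ end and below 1 for the 5′ end mean that more reads lie near the 3′ end of these gene models. More reads near the 3′ end is thus what the exponents measure and not a separate explanation. The exact test over all 12 libraries (p = 0.00216) measures the same difference and not its cause, which stays open. The order within *D. mauritiana* argues against the species as the whole source of the difference, since species does not vary within *D. mauritiana*. Library preparation, sequencing run, read length and the rearing of the larvae go with the read type and cannot be told apart from it, because no group was sequenced in both ways in the same run. The position of single reads and the quality of the RNA were not analysed here, and no biological explanation was tested.

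A comparison that the paper does not make, the single-end against the paired-end libraries of *D. mauritiana*, gave 4743 differentially expressed genes of 10467 tested in edgeR on the reciprocal re-annotation, with 2192 higher in the paired-end and 2551 higher in the single-end libraries. The published annotation gave 3593 and the direct re-annotation 4751 genes. The count rests strongly on single libraries. It was 3047 without replicate A, 292 without B, 6077 without C, 1225 without D, 534 without E and 3419 without F. Of the 10 splits of the 6 libraries into 3 and 3, the split by read type alone gave as many genes (1 of 10), and a share below 0.1 cannot be reached with 10 splits. The log2-fold change of paired-end over single-end libraries followed transcript length (Spearman's rho = 0.540 across genes, which are not independent replicates), with a median of -0.62 in the 3489 genes with the shortest transcripts (median length 606 bp), -0.12 in the 3489 genes of middle length (1335 bp) and 0.45 in the 3489 genes with the longest transcripts (2700 bp). A candidate explanation for a part of these differences is a transcript length bias between the read types, for which a rho above 0.2 in size had been required in advance. Strain, tissue, sex and stage are the same in both groups, whereas sequencing run, library preparation and rearing go with the read type and cannot be told apart from it. Differences between the cohorts of larvae stay open as an untested biological explanation.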

How the results depend on the processing

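The settings and alternatives were chosen before the data were examined, apart from 5 alternatives that were chosen after the data had been seen. These are the library totals of Table 4 in RPKM-limma and in RPKM-voom-limma, the restriction of shared differences to genes with a length difference of at most 49 bp, the difference between both gene ends as a covariate in edgeR, and the comparison of read types on gene models that passed the count minimum with both. Apart from the replicate block and the fits with 1 library left out, 471 alternative values were computed for 117 results that answer a comparison. Of these, 417 kept their direction and their side of the threshold, or stayed within 1.5 times a count or within the spread of a value, 4 became weaker, 13 stronger, 30 moved and 7 reversed. For 127 other results, which are single genes and shares of genes, 1272 alternative values were computed, all settings included, of which 1049 were the same, 32 weaker, 19 stronger, 160 moved and 12 reversed.

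After multiplication of the length matrix by the size factors, DESeq2 called 2389 and 3004 genes on the published annotations for the comparisons of *D. mauritiana* with *D. melanogaster* and *D. simulans*, 2577 and 3642 on the direct and 2420 and 3536 on the reciprocal re-annotation, each more than 1.5 times the number with the length matrix alone. The calls of DESeq2 that were lost dropped to 89 and 120, to 120 and 165 and to 15 and 22, in the same order.

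With genes restricted to at least 10 counts in every library, the length matrix called 595, 692 and 630 genes between *D. melanogaster* and *D. mauritiana* on the published, direct and reciprocal annotations, and edgeR 1197 on the published annotations, with fewer genes tested by construction. Under the same restriction, rho of the length matrix on the published annotations of *D. melanogaster* and *D. mauritiana* weakened from -0.131 to -0.0197. On the reciprocal re-annotation, rho passed p = 0.05 under this restriction in DESeq2 for *D. melanogaster* (-0.313) and *D. simulans* (-0.418) and in edgeR for *D. melanogaster* (-0.297). Voom on counts with the length subtracted afterwards called 2072 genes on the direct and 1964 on the reciprocal re-annotation of *D. melanogaster* and *D. mauritiana*, against 1370 and 1292, and weakened rho to -0.0634 on the published annotations of *D. simulans* and *D. mauritiana*. Spearman's correlation coefficient of length difference and log2-fold change for the length matrix on the direct re-annotation of *D. melanogaster* and *D. mauritiana* weakened to -0.0728 without DESeq2's prior. The cause of these changes was not tested. With the gene-end covariate, edgeR called 3466 genes on the reciprocal re-annotation of *D. melanogaster* and *D. mauritiana*.

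With a length difference above 99 bp, rho on the reciprocal re-annotation of *D. simulans* and *D. mauritiana* reversed to 0.240 for the length matrix (from -0.0701), 0.103 for DESeq2, 0.125 for RPKM-limma, 0.0813 for RPKM-voom-limma and 0.0857 for edgeR, and the slope of the length matrix reversed from 0.10 to -0.19. By construction fewer genes enter, 14 in place of 26, and none of these values of rho passed p = 0.05 with either threshold. For *D. melanogaster* and *D. mauritiana* on the reciprocal re-annotation, rho in DESeq2 became stronger with this threshold (-0.417). With the log2 length ratio of *D. mauritiana* over the other species in place of the difference, rho became stronger in DESeq2 (-0.340) and edgeR (-0.412) for *D. melanogaster* and reversed to 0.0366 with the length matrix for *D. simulans*. The slope of RPKM-limma on the published annotations of *D. melanogaster* and *D. mauritiana* weakened to 0.17 above 99 bp, so that its interval included 0. The Theil-Sen slope excluded 0 on the published annotations of *D. simulans* and *D. mauritiana* in the length matrix (0.21), RPKM-limma (0.21) and RPKM-voom-limma (0.20) and for *D. melanogaster* in RPKM-voom-limma (0.17), where the least-squares slope did not. The slope also excluded 0 with a mean of at least 100 counts for RPKM-voom-limma on the published annotations of *D. melanogaster* (0.28) and for DESeq2 (1.68) and edgeR (1.99) on the reciprocal re-annotation of *D. simulans*. The cause was not tested.

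Some values moved by construction. A threshold of 99 bp in place of 49 bp left 379 genes for *D. mauritiana* and *D. simulans*, 417 for *D. melanogaster* and *D. simulans* and 467 for *D. melanogaster* and *D. mauritiana* on the published annotations, and 14, 24 and 43 on the reciprocal re-annotation. On genes in both tables, the ratio of counts on the reciprocal to the published annotation was 1.00 for single-end *D. mauritiana*, 0.991 for *D. melanogaster*, 0.996 for paired-end *D. mauritiana* and 0.995 for *D. simulans*. With a requirement of a 2-fold change in both comparisons, 347 shared *D. mauritiana* differences were found in place of 612.

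Each library was left out in turn, which leaves fewer samples and is given as the lowest and highest value of 6 fits. In edgeR, the comparison of *D. melanogaster* and *D. mauritiana* gave from 972 to 1931 genes (published), from 1002 to 2047 (direct) and from 849 to 1913 (reciprocal), and the comparison of *D. simulans* and *D. mauritiana* from 1522 to 2410, from 1862 to 2879 and from 1633 to 2673. In DESeq2, the former comparison gave from 1590 to 2592, from 1707 to 2877 and from 1571 to 2700 genes, and with the length matrix from 739 to 1275, from 772 to 1343 and from 749 to 1258. RPKM-limma gave from 823 to 1756, from 860 to 1819 and from 813 to 1769 genes for *D. melanogaster* and from 1320 to 2227, from 1461 to 2551 and from 1398 to 2458 for *D. simulans*. RPKM-voom-limma gave from 701 to 1708, from 661 to 1807 and from 637 to 1562 genes for *D. melanogaster* and from 1448 to 2476, from 1669 to 2907 and from 1625 to 2880 for *D. simulans*. The lowest counts came without *D. melanogaster* replicate A in RPKM-limma and without *D. melanogaster* replicate C in the other frameworks, and without *D. mauritiana* replicate D in the *D. simulans* comparison of edgeR, RPKM-limma and RPKM-voom-limma. Single-end against paired-end libraries of *D. mauritiana* gave from 292 (without replicate B) to 6077 genes (without replicate C). Spearman's correlation coefficient ranged from -0.0957 to -0.0654 for the length matrix on the published annotations of *D. simulans* (p above 0.05 without *D. simulans* replicate B), and on the reciprocal re-annotation of *D. melanogaster* from -0.282 to -0.191 in DESeq2 and from -0.274 to -0.186 in edgeR.

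The log2-fold change of *lace* on the reciprocal re-annotation changed its sign with 1 library left out, from -0.25 to 0.41 in DESeq2 and from -0.29 to 0.45 in edgeR, and with TMM factors in DESeq2 (-0.0073). That of *Cp110* ranged from -0.064 to 0.23 in DESeq2 and from -0.074 to 0.23 in edgeR and was negative without *D. mauritiana* replicate C. These values lie near 0, and the sign of such a value is not fixed by 3 libraries per group.

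The replicate letters do not pair the samples of *D. mauritiana* and *D. melanogaster*, since residual correlations were -0.23, 0.19 and 0.16 for equal letters and reached 0.38 between *D. mauritiana* C and *D. melanogaster* A. A block for replicate letters was run as planned in this comparison, where it lowered the RPKM-limma counts to 937 (published), 765 (direct) and 703 (reciprocal), strengthened rho on the reciprocal re-annotation in DESeq2 (-0.258) and edgeR (-0.282) and turned the log2-fold change of *lace* in edgeR to -0.033. With the block, *Cp110* was not called by the length matrix nor *CG6766* by RPKM-limma on the published annotations, and RPKM-voom-limma called 5 of the 7 genes. The cause was not tested. The block was not run for *D. simulans*, where the letters differ between the species.

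The depth limits what can be said about genes with few counts. The single-end libraries hold between 14090930 and 29434384 counts on the published annotations, *Ubx* had at most 4 counts in each of them, and a group of 3 libraries with at most 3 counts each gives a bound and no fold change. The number of genes with a length difference above 49 bp on the reciprocal re-annotation, 71 and 26, limits the precision of rho. Groups of 3 libraries are too small to test for outlying samples, and no pair of libraries held identical counts.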

Differences from the paper's values

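1 of the settings given here, the library totals of Table 4, was chosen after the data and the paper's values had been seen; all others were set before the data were examined.

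RPKM-voom-limma called fewer genes against *D. melanogaster* than Table 2 gives (1386 published, 1370 direct, 1292 reciprocal). Against *D. simulans* it called more (2436, 2829 and 2781). Voom on counts with the length subtracted afterwards gave 2072 (direct) and 1964 (reciprocal) against *D. melanogaster*, above Table 2. In RPKM-voom-limma on the published annotations, the log2-fold changes between *D. mauritiana* and *D. melanogaster* were larger in size than those of Table 3 for all 10 genes. *lace* had 0.62 against the paper's 0.15, *CG3558* 0.95 against the paper's 0.26, *dac* 0.87 against the paper's 0.18, *RAF2* 1.14 against the paper's 0.31, *Cp110* 1.57 against the paper's 0.55, *CBP* 0.76 against the paper's 0.14 and *CG6766* 1.10 against the paper's 0.25. The control genes *piwi*, *alrm* and *Nplp1* had -1.69, -4.52 and 3.08 against the paper's -1.08, -2.68 and 1.50. On the scale of voom applied to log2(RPKM + 1), an alternative set before the data were examined, the values were 0.15 for *lace*, 0.25 for *CG3558*, 0.17 for *dac*, 0.30 for *RAF2*, 0.54 for *Cp110*, 0.12 for *CBP*, 0.24 for *CG6766*, -1.05 for *piwi*, -2.71 for *alrm* and 1.49 for *Nplp1*, and under this setting all 10 fall within the paper's values. For log2-fold changes and rho, a gap counts as closed where the value has the paper's sign and lies within 1 standard error of the paper's value, with the standard error of the value first given. This standard error was 0.41 for *lace*, 0.36 for *dac* and 0.35 for *CBP*, so that a closed gap can leave a value well above the paper's. By this measure, of the other alternatives set before the data were examined, voom on counts with the length subtracted afterwards (0.55) and leaving out *D. mauritiana* replicate A (0.34) or B (0.46) or *D. melanogaster* replicate A (0.38) or C (0.56) closed the gap for *lace*, and leaving out *D. mauritiana* replicate A closed it for *dac* (0.53) and *CBP* (0.44), and all of these values stayed above the paper's. The remaining alternatives of RPKM-voom-limma, which are a filter on RPKM of at least 1, RPKM without the added 1, the replicate block and the other libraries left out, did not close it for any of the 10 genes.

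For the published annotations of *D. simulans* and *D. mauritiana*, rho between length difference and log2-fold change in RPKM-voom-limma was -0.117 (standard error 0.0379) against the paper's -0.07. Among the alternatives set before the data were examined, a filter on RPKM of at least 1 in at least 3 libraries (-0.0922), RPKM without the added 1 (-0.107), voom on counts with the length subtracted afterwards (-0.0634) and voom on log2(RPKM + 1) (-0.0747) closed the gap. A length difference above 99 bp (-0.161), a mean of at least 10 counts per library and leaving out any of the 6 libraries did not, although the value without *D. simulans* replicate B (-0.108) lay just outside the standard error.

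In RPKM-limma on the published annotations, *Nplp1* had a log2-fold change of 3.26 against the paper's 3.06. Of the alternatives set before the data were examined, leaving out *D. melanogaster* replicate C closed the gap (3.19) and the others did not. With the library totals of Table 4 in place of the sums of the tables, chosen after seeing the values, it was 3.08.

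RPKM-limma called 2 of the 7 genes with a shorter *D. mauritiana* model on the published annotations, *Cp110* and *CG6766*, against the paper's 1. The number was 1 with limma's empirical Bayes step without a trend, with the replicate block and without any 1 of the libraries other than *D. mauritiana* replicate C, all set before the data were examined. It stayed at 2 with a pseudocount of 0.1, a filter on RPKM of at least 1 and TMM library sizes, and was 5 without *D. mauritiana* replicate C. With the library totals of Table 4, chosen after seeing the values, it was 1 (*CG6766* log2-fold change 0.89, adjusted p = 0.0717).

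The paper states that RPKM-voom-limma finds significant differences in *CG3558* as well as in *Cp110* and *CG6766*. Here *CG3558* was not called (adjusted p = 0.0962). It was called with voom on counts and the length subtracted afterwards (0.0428), with the replicate block (0.0401) and without *D. mauritiana* replicate C (0.00892), and its adjusted p lay between 0.0505 and 0.294 under the other alternatives. The paper also states that the direct re-annotation increased the number of genes with the same length between the species. The number rose in each pair of species, with 13328 in place of 9994 genes compared, and the share rose for *D. mauritiana* and *D. simulans* (from 69.8 to 73.9 %) but fell for *D. melanogaster* and *D. simulans* (from 62.3 to 58.2 %) and for *D. melanogaster* and *D. mauritiana* (from 61.2 to 58.7 %).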

Other observations

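The limit of 49 bp for shared differences and the gene-end covariate were chosen after the data had been seen. For 3 other tests in this part, the test was chosen only after the result had been seen. They are the product of length matrix and size factors as a test of the direction of calls, the same product as a test of the 7 genes, and the slope for models without the 3′ end in the comparison of *D. simulans* and *D. mauritiana*.

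DESeq2 with the length matrix alone called fewer genes than DESeq2 in all 6 combinations of annotation and comparison. In this software, normalization factors replace the size factors, so that differences in library size are no longer removed. When the length matrix was multiplied by the size factors, the calls among genes with a length difference of at most 49 bp returned to between 99.4 and 100.2 % of the DESeq2 calls, which is consistent with the missing size factors as a source of the lower counts. The removal of false positives from length differences, as the alternative, would need most lost calls to have a length difference above 49 bp. At most 13.2 % of the lost calls did, which argues against it as the main source. With the product, 5 of the 7 genes with a shorter *D. mauritiana* model were called, where the length matrix alone called 1. The published annotations gave a size factor range of 2.07-fold in the comparison with *D. melanogaster*. What a length correction that keeps the library sizes leaves of the length dependence is given by rho, which was -0.135 with the product and -0.131 with the length matrix alone in the published annotations of *D. melanogaster* and *D. mauritiana*. No biological explanation was tested for this pattern.

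With the length matrix alone, 63.2 % of the genes called between *D. melanogaster* and *D. mauritiana* on the published annotations were higher in *D. mauritiana*. If the length of the gene models were the source, the excess would be absent from genes of equal length, but it was 63.9 % among these, which argues against model length. With the product of length matrix and size factors, the share was 52.4 %. The size factors centre the log2-fold changes, with a median of -0.13 for the length matrix alone and 0.02 for the product, so a share near 50 % follows from the centring and does not decide whether the replaced size factors were the source of the excess. The share with the product therefore cannot tell the replaced size factors apart from a real difference between the species in the number of genes with higher expression. Among the fits of the length matrix alone with 1 library left out, the share was lowest without *D. mauritiana* replicate B, which had the largest size factor (1.449). It was highest without *D. mauritiana* replicate A, which had the lowest (0.6994). This order goes with library depth as a source of a part of the excess, but it rests on single libraries. Whether a real difference between the species adds to the excess stays open.

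The remaining dependence of log2-fold changes on length was examined in edgeR with directly re-annotated *D. mauritiana* models that lacked 1 end. The slope of the uncorrected log2-fold change on the log2 length ratio of the other species over *D. mauritiana* was 2.53 (95 % bootstrap interval 1.61 to 3.15, 79 genes) in the comparison with *D. melanogaster* where the 3′ end was missing, above the value of 1 for evenly spread reads. This suggests that more reads near the 3′ end contribute to the pattern in the single-end libraries, which the paper proposes from *Cp110*. Where the 5′ end was missing, the slope was 2.13 (0.794 to 3.47, 165 genes), so the intervals of both ends overlap and the slopes alone do not separate them. The median ratio of log2-fold change to log2 length ratio was 2.05 (1.62 to 2.60) for the 3′ end and 0.163 (-0.0948 to 0.452) for the 5′ end. In the comparison with *D. simulans*, the slope for the missing 3′ end was 2.35 (0.0771 to 3.17, 39 genes) and that for the missing 5′ end 1.28 (-0.590 to 2.91, 38 genes). The median ratios were 1.15 (0.806 to 1.35) and 0.688 (-0.0186 to 1.48), and all 4 intervals include 1. The reads of all 6 libraries of this comparison were spread unevenly to a small extent, with a difference between both ends from 0.161 to 0.363 and upper limits of the 95 % bootstrap intervals of the exponent for the 5′ end from 0.896 to 0.972. Whether this spread contributes to the length dependence of the log2-fold changes in this comparison cannot be told apart from an absence of such a contribution, because the intervals include 1. Genes with missing ends were not chosen at random, and no biological explanation was tested.

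Both comparisons share no library, but 612 of 9675 genes tested in both by edgeR on the reciprocal re-annotation were called with the same sign, 391 of them higher and 221 lower in *D. mauritiana*. The call rates alone would give 219.7 genes. Calls with opposite signs numbered 168 against 214.6 expected. If the length of *D. mauritiana* models were the source, the excess would be absent where the lengths are alike. Among genes with a length difference of at most 49 bp in both comparisons, a restriction chosen after the data had been seen, 604 genes were called with the same sign and the ratio of observed to expected numbers was 2.78, which argues against model length as its source. Both comparisons use the same strain and the same published *D. mauritiana* genome. Expression that changed on the *D. mauritiana* lineage, features of this strain and errors or reads shared between genes in this genome therefore stay open, as explanations that were not tested. Genes that are abundant enough to be called in either comparison would also raise the calls of both signs. Opposite signs were less frequent than expected among all calls, but with a change of at least 2-fold in both comparisons they numbered 87 against 58.8 expected, beside 347 against 63.6 expected with the same sign, so that abundance stays open as a source of a part of the excess.

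Leaving out 1 single-end library changed the number of called genes, from 849 without *D. melanogaster* replicate C to 1913 in edgeR on the reciprocal re-annotation. The single-end libraries also differed from each other in the reads lost with a missing end, with a difference between both ends of 0.925, 2.05 and 1.10 in *D. melanogaster* A, B and C. With this difference as a covariate, added after the data had been seen, edgeR called 3466 genes in place of 1775. Of the 36 assignments of these values to the libraries within each species, 1 gave as many, the lowest gave 1140 and the median 1441.5. The next highest assignments gave 3319, 3069 and 2966 genes. They exchange *D. mauritiana* A and B, *D. melanogaster* A and C or both, which are pairs of libraries with similar values, so that 4 of the 36 assignments are nearly alike and the real one does not stand apart from them. The expectation for this fit was written before the fit, but after the counts with 1 library left out and the differences between the gene ends had been seen. A difference in 3′ bias between the libraries stays a candidate explanation for the dependence on single libraries. The fits with 1 library left out were not repeated with the covariate, so whether it narrows their range was not examined. Whether the 3466 genes are closer to the true differences between the species was not tested, since the covariate takes 1 of the 4 residual degrees of freedom and comes from the same counts.

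In each framework, annotation and comparison, the 10 splits of the 6 libraries into 3 and 3 were fitted. The split by species gave the most genes (1 of 10) in all 30 combinations apart from RPKM-voom-limma on the direct and the reciprocal re-annotation of *D. melanogaster* and *D. mauritiana*, where 2 of 10 splits gave as many. With 10 splits, the share cannot fall below 0.1. The other split separates *D. mauritiana* A and B and *D. melanogaster* B, the 3 libraries with the largest difference between both gene ends, from the other libraries. In RPKM-voom-limma it gave 776, 2638 and 2871 genes on the published, direct and reciprocal annotations, where the split by species gave 1386, 1370 and 1292. In DESeq2 it gave 1418, 1602 and 1761 genes, with the length matrix 66, 79 and 84, in edgeR 0, 0 and 478 and in RPKM-limma 0, 0 and 0, in the same order. Where it gave 0 genes, 2114 and 2475 genes in edgeR and 2271, 2611 and 2663 genes in RPKM-limma had an unadjusted p below 0.05. In the comparison with *D. simulans*, no other split gave more than 139 genes.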
